# Integrative analyses of mRNA and microRNA expression profiles reveal the innate immune mechanism for the resistance to *Vibrio parahaemolyticus* infection in *Epinephelus coioides*

**DOI:** 10.3389/fimmu.2022.982973

**Published:** 2022-08-19

**Authors:** Xifeng Qiao, Yuyou Lu, Jiachang Xu, Niuniu Deng, Wenjie Lai, Ziyi Wu, Haoran Lin, Yong Zhang, Danqi Lu

**Keywords:** *Vibrio parahaemolyticus*, *Epinephelus coioides*, histopathological lesions, immune response, mRNA-seq, miRNA-seq

## Abstract

*Vibrio parahaemolyticus*, as one of the main pathogens of marine vibriosis, has brought huge losses to aquaculture. However, the interaction mechanism between *V. parahaemolyticus* and *Epinephelus coioides* remains unclear. Moreover, there is a lack of comprehensive multi-omics analysis of the immune response of grouper spleen to *V. parahaemolyticus*. Herein, *E. coioides* was artificially injected with *V. parahaemolyticus*, and it was found that the mortality was 16.7% in the early stage of infection, and accompanied by obvious histopathological lesions in the spleen. Furthermore, 1586 differentially expressed genes were screened by mRNA-seq. KEGG analysis showed that genes were significantly enriched in immune-related pathways, Acute-phase immune response, Apoptosis, Complement system and Cytokine-cytokine receptor interaction. As for miRNA-seq analysis, a total of 55 significantly different miRNAs were identified. Further functional annotation analysis indicated that the target genes of differentially expressed miRNAs were enriched in three important pathways (Phosphatidylinositol signaling system, Lysosome and Focal adhesions). Through mRNA-miRNA integrated analysis, 1427 significant miRNA–mRNA pairs were obtained and “*p53* signaling pathway”, “Intestinal immune network for IgA production” were considered as two crucial pathways. Finally, *miR-144-y*, *miR-497-x*, *novel-m0459-5p*, *miR-7133-y*, *miR-378-y*, *novel-m0440-5p* and *novel-m0084-3p* may be as key miRNAs to regulate immune signaling pathways *via* the miRNA-mRNA interaction network. The above results suggest that the mRNA-miRNA integrated analysis not only sheds new light on the molecular mechanisms underlying the interaction between host and *V. parahaemolyticus* but also provides valuable and new insights into resistance to vibrio infection.

## Introduction

According to the statistics of China Fisheries Yearbook, the farming output of grouper in 2020 has reached 192000 tons, ranking third in China’s mariculture fish, creating huge economic and social benefits. With the rapid development of intensive large-scale aquaculture in recent years, bacterial infections continue to break out and spread (1). *Vibrio parahaemolyticus*, a Gram-negative, halophilic bacterium, inhabits marine and estuarine environment (2). As the main pathogenic microorganism of marine fish, shrimp and shellfish, it not only brings huge economic losses to aquaculture, but also poses a great threat to human health (3). Previously, *V. parahaemolyticus* has been confirmed to cause acute effects in fish, such as severe bleeding, disintegration of the organs, and even death (4, 5). It is also reported that *V. parahaemolyticus* disrupts the actin cytoskeleton, promotes the release of pro-inflammatory factors and hijacks the nutrient of host cells to ensure its survival in the environment (6, 7). However, the interaction mechanism between *V. parahaemolyticus* and host has not yet been elucidated.

The innate immune system provides the first line of defense against microbial invasion (1). Thus, many fish could respond to pathogens and then eliminated pathogens (8–10). We authenticated that *Epinephelus coioides* is a susceptible host to *V. parahaemolyticus* and the spleen is of great significance in antibacterial innate immunity (11, 12). The spleen, as a crucial lymphatic tissue in the body, which plays a key role in innate and adaptive immunity (13). Therefore, the multi-omics analysis of spleen will be helpful to deeply understand the immune mechanism of *E. coioides* in response to *V. parahaemolyticus.* The mRNA sequencing (mRNA-seq) could reveal changes of differentially expressed genes, help discovering different metabolic processes and provide precise signaling pathways (14). The application of RNA-seq in fish has increased evidently, which can further determine the function of related immune genes. Transcriptome analysis of Chinese amphioxus (*Branchiostoma belcheri*) infected with *V. parahaemolyticus* indicated that there were many pathways involved in the immune response, such as bacterial infection, immune signal, apoptosis (15). It has been speculated that Complement pathway of innate immunity and hepcidin antimicrobial peptide may play important roles in the defense of *E. coioides* larvae against *Vibrio alginolyticusthe* by RNA-seq (16). MicroRNAs (miRNAs) are noncoding RNAs of 22-24 nt which could inhibit mRNA translation or degrade mRNA to regulate many physiological processes, such as metabolism, apoptosis, nervous system development, immuno-protection and cancer pathogenesis (17, 18). For example, it is reported that teleost miRNAs can promote the antibacterial resistance by regulating several immune-related pathways, including FoxO signaling pathway (19), Complement and coagulation cascades (20), and Intestinal immune network for IgA production (21). Nevertheless, there are a few studies on the mechanism of interactions between non-coding RNAs and coding RNAs in bony fishes (21–25). Compared with the analysis of single miRNAs or mRNAs, integrated analysis of mRNA-seq and miRNA-seq would more accurately determine the key genes regulating immunity and the miRNAs targeting these genes, which has become a trend and method to study the mechanism of anti-pathogen immune response.

In this study, *V. parahaemolyticus* and *E. coioides* were served as research objects to explore the interaction mechanism between pathogen and host. The mRNA-miRNA integrated analysis of the spleen of *E. coioides* infected with *V. parahaemolyticus* was performed, and several crucial pathways were screened, which may contribute to treatment of *V. parahaemolyticus* infection. The candidate miRNAs and target genes would be helpful to deserve more attention in more in-depth research underlying the antibacterial immune response in future.

## Results

### The clinical symptoms and cumulative survival of *E. coioides* after infection of *V. parahaemolyticus*

Generally, healthy *E. coioides* tended to gather at the bottom of the water tanks, with smooth body surface and vigorous swimming. During feeding, most fish swam to the upper water to compete for food. However, the fish showed isolation, slow movement and reaction, and reduced food intake on Day 1 after infection with *V. parahaemolyticus.* During infection, three distinct phenotypes were observed (**Figure 1A**), respectively the body color of many dying or dead fish turning black, the swelling bleeding symptoms near abdominal cloaca, white patches near the dorsal fin. As shown in **Figure 1B**, the survival rate of grouper was about up to 80% for 2 weeks. The death of groupers was mainly occurred on the first 3 days of infection. However, from 3 days to 7 days, the number of groupers deaths was significantly decreased. Finally, we found that there were no dead individuals from 8 days to 14 days. This result suggested that *V. parahaemolyticus* infected with grouper may be an acute infection.

**Figure 1:**
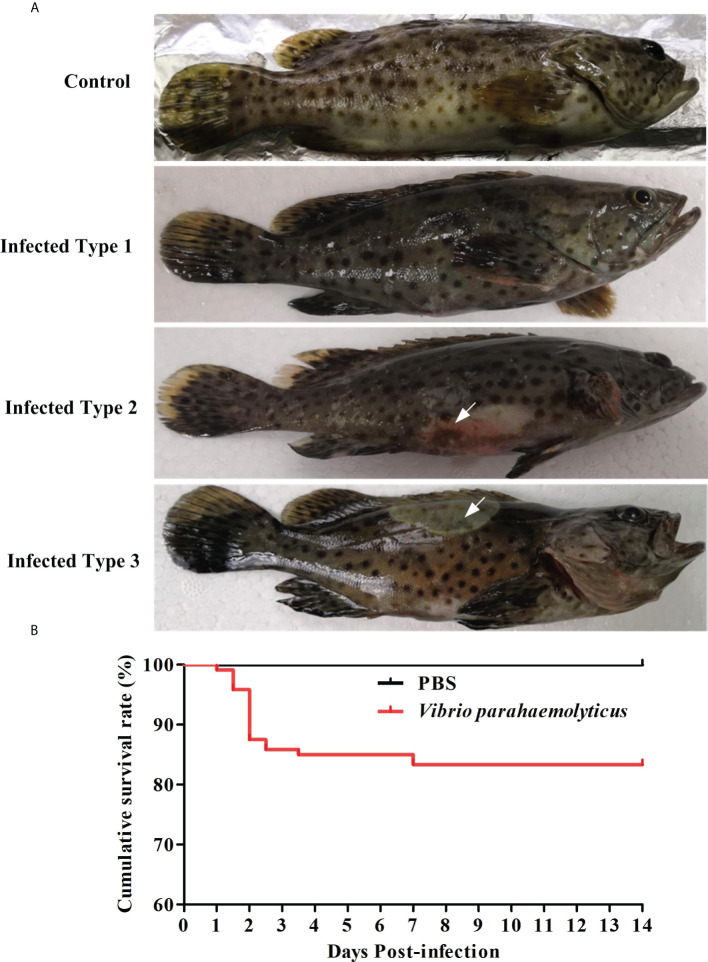
Clinical symptoms and cumulative survival of *E. coioides* challenged with *V. parahaemolyticus*. **(A)** The clinical symptoms of *E. coioides* challenged with *V. parahaemolyticus*. Infected Type 1: fish body color turned black; Infected Type 2: the swelling bleeding symptom was found near abdominal cloaca (white arrow notation); Infected Type 3: there was white patches near the dorsal fin (white arrow notation). **(B)** The cumulative survival of *E. coioides* infected with *V. parahaemolyticus* throughout two weeks. n = 60 biologically independent animals per group.

### The histopathological lesions of spleen after *V. parahaemolyticus* challenge

In order to explore the histopathological changes in infected spleen, the morphological structures in different infection time point (1 d, 2 d, 3 d, 1 w, 2 w) were observed. As shown in **Figure 2A**, in control group, the splenic parenchyma was rich in blood sinuses, with a capsule on the surface, which is composed of white pulp, red pulp and marginal zone. The splenic cord could be obviously observed. Compared with control group, spleen pathologic changes were noted after infection, showing dilation of blood sinus, deformed white pulp and red pulp, formation of brownish nodes (These may be senescent erythrocytes, or the destruction of spleen structure and bleeding) on 1 d (**Figure 2B**). There are more brownish nodes distributed in the spleen, and it’s tough to distinguish between red pulp and white pulp on 2 d and 3 d (**Figures 2C, D**). However, compared with the early stage of infection, the lesion of spleen was significantly reduced on 1 w and 2 w (**Figures 2E, F**). This result suggested that the obvious lesions in spleen were observed in the early stages of *V. parahaemolyticus* infection.

**Figure 2:**
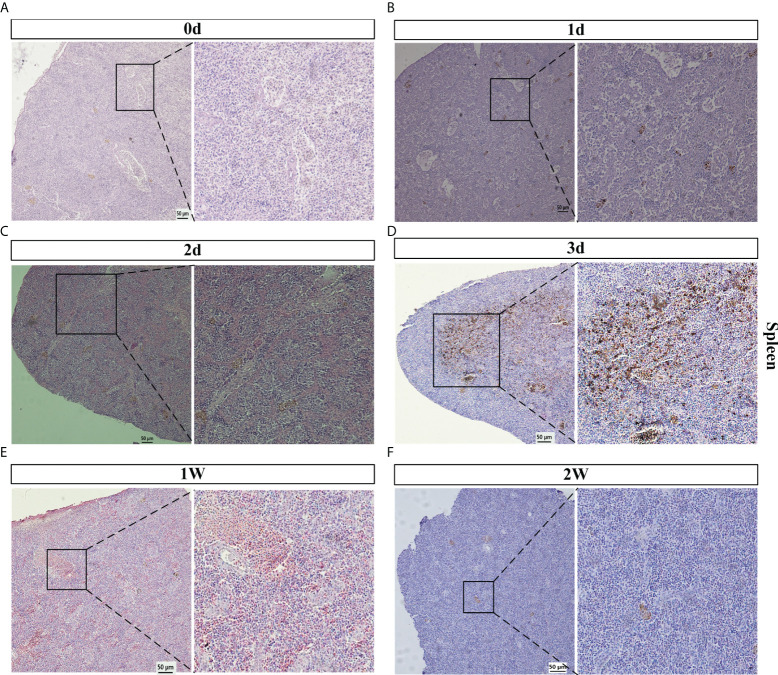
Spleen histopathology analyses of *V. Parahaemolyticus* artificially infected with *E. coioides*. **(A–F)** The spleen slice of *E. coioides* artificially infected with *V. parahaemolyticus* for 0 d (Control), 1 d, 2 d, 3 d, 1 w, 2 w. Representative images from at least three biological replicates of each time point of two groups.

### Quality control and expression pattern analysis of mRNA

To study the acute effects of *V. parahaemolyticus* challenge on *E. coioides* at the mRNA level, RNA sequencing was performed. 

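Oligo(dT)-enriched mRNA of the spleen was sequenced in 6 libraries, 3 of the control group (PBS) and 3 of the infected group. Each library was made from a pool of 2 spleens. The methods place both groups at 24 h after injection, while the sample labels give day 0 for the control libraries and day 1 for the infected ones. A difference in sampling time between the groups is not excluded. The authors filtered the reads with fastp, removed rRNA reads with Bowtie2, aligned the rest to an unpublished E. coioides genome with HISAT2 and assembled transcripts with StringTie. They deposited, for every gene and library, expected counts and FPKM from RSEM. The total counts were 11021510, 9198975 and 7602439 in control replicates 1, 2 and 3, and 8361268, 7820665 and 8366951 in infected replicates 1, 2 and 3. These totals amounted to 0.533 to 0.555 counts per uniquely mapped read pair of Table 1. For the comparisons, the expected counts were rounded to whole numbers, and genes with low counts were removed with edgeR's filterByExpr. The infected group was compared with the control group by edgeR's quasi-likelihood test on TMM-normalized counts, with the same thresholds as in the article. The FPKM values given for single genes are those deposited by the authors, as mean and SD of 3 libraries. The expression profile of control replicate 1 lay closest to that of infected replicate 3 (Pearson r = 0.964 on log2 CPM across genes, which are not independent replicates), and not to control replicates 2 and 3 (r = 0.865 and 0.845).

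**Figure D1:**
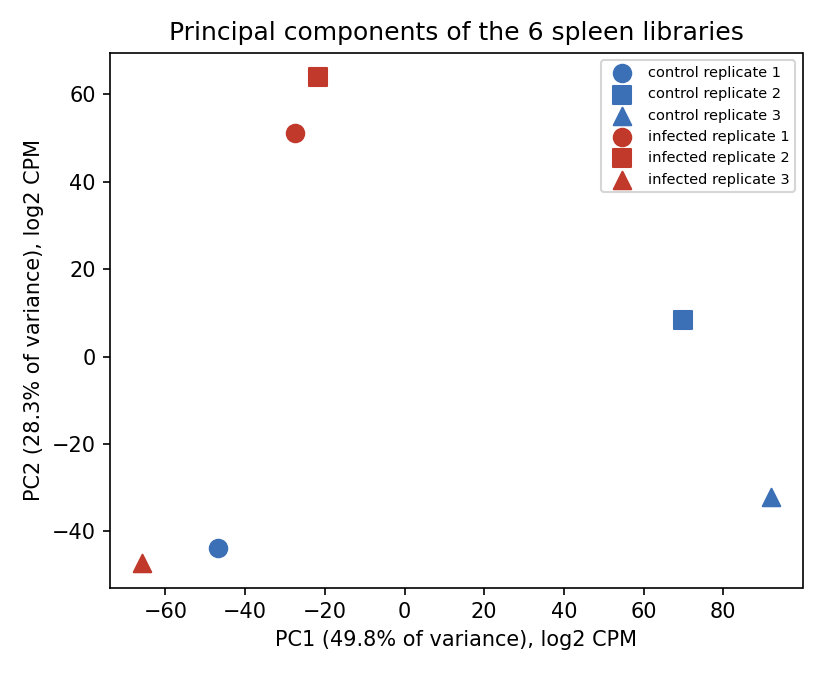
Principal components of log2 CPM of the 6 spleen libraries, PC1 (49.8% of variance) on the x axis and PC2 (28.3%) on the y axis, each point a library, blue for control and red for infected. Control replicate 1 (PC1 of -46.8) lies beside infected replicate 3 (-65.9), and control replicates 2 and 3 lie at 69.9 and 92.0. Infected replicates 1 and 2 lie at -27.5 and -21.7 on PC1, and at 51.1 and 63.9 on PC2. On PC2 they lie opposite infected replicate 3 (-47.3), control replicate 1 (-43.9) and control replicate 3 (-32.2), with control replicate 2 at 8.36.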

By analyzing the quality of bases sequenced, it could be found that the ratio of Q20 or Q30 in all samples are greater than 90%, and the GC content ratio is within the reasonable range (**Table 1**). 

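Between 17958 and 18645 genes had at least 1 count in a library, 18545 ± 92.1 (SD, n = 3) in the control group and 18160 ± 220 (SD, n = 3) in the infected group. Every infected library had fewer than every control library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The 10 most abundant genes took 10.7% ± 3.20 (SD, n = 3) of the counts in the control group, with 14.4% in control replicate 3, and 7.49% ± 0.345 (SD, n = 3) in the infected group (same exact test, p = 0.1). Mean total counts were 9.27e+06 ± 1.71e+06 (SD, n = 3) in the control group and 8.18e+06 ± 3.14e+05 (SD, n = 3) in the infected group (same exact test, p = 0.4). The difference was below the SD of the control group and above that of the infected group. Across genes, the 15 pairs of libraries correlated with r between 0.817 and 0.964. Infected replicates 1 and 2 (r = 0.954) and control replicates 2 and 3 (r = 0.940) came after the pair of control replicate 1 and infected replicate 3.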

Meanwhile, the gene expression abundance of several samples was quantified by *FPKM* value, and showed basically similar. These results indicated that the gene expression obtained by sequencing was reliable. 

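The deposited tables hold 27969 genes, 26934 of them from the reference annotation and the others added by the StringTie assembly. Of all these genes, 21343 had a count in at least 1 library, and 14525 had enough counts to be tested. The tested genes took 99.7% to 99.8% of the counts of a library. Among the 70 genes that the article names from its mRNA-seq data, 69 were matched by symbol or by full name, through 186 entries of which 127 were tested. Most of these names belong to several entries, as for the mannose receptor mrc1 with 25 entries, and 24 of the genes had a single entry. The common biological coefficient of variation over the 6 libraries was 0.457.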

A total of 26934 unigenes were identified and subsequent differential expression analysis was determined by using edgeR, with parameters as the difference multiple | log2FC | > 1 and the false discovery rate (FDR) < 0.05. 

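LACC1, an enzyme of macrophage metabolism, had a mean FPKM of 161 ± 91.4 (SD, n = 3) in the infected group and 19.0 ± 11.7 (SD, n = 3) in the control group. The iron exporter slc40a1 (ferroportin) went the other way, with 9.58 ± 2.35 (SD, n = 3) in the infected group and 60.1 ± 35.0 (SD, n = 3) in the control group. The antiviral ubiquitin ligase Rnf213 was at 0.167 ± 0.0643 (SD, n = 3) against 6.51 ± 4.66 (SD, n = 3). In all 3 genes every infected library lay on one side of every control library, as in 1875 tested genes (12.9%, where chance gives 10%). No gene passed edgeR's quasi-likelihood test at an adjusted p under 0.05 with |log2FC| over 1, and the smallest adjusted p was 0.429. At an unadjusted p under 0.05 with |log2FC| over 1, 387 genes were higher and 829 lower in the infected group. On the same genes, edgeR's exact test called 7 genes up and 33 down, and DESeq2 called 18 up and 63 down. LACC1 (adjusted p = 0.00564), slc40a1 (adjusted p = 0.00582) and Rnf213 (adjusted p = 3.4e-05) were among the calls of the exact test. These values call for caution, since on data simulated at these dispersions the exact test made 47 false calls. Another split of the 6 libraries, not by group, gave it 588 calls. The exact test also called an interferon gamma receptor alpha chain up (Eco_gene11314, 3.18 ± 2.07 against 0.240 ± 0.0781 FPKM, SD, n = 3, adjusted p = 0.00135). These 4 genes were chosen after their values were seen. Without control replicate 1, the quasi-likelihood test called 9 genes up and 3 down, and without any other single library it called 0. Genes up without it included Pglyrp2, a peptidoglycan recognition protein, with 888, 724 and 140 FPKM in infected replicates 1, 2 and 3 and 84.6, 0.43 and 0.15 FPKM in control replicates 1, 2 and 3. It too was chosen after its values were seen.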

As shown in **Figures 3A, B**, a total of 1589 differential expressed genes were identified in 6 libraries, of which 604 were significantly up-regulated and 985 were significantly down-regulated.

**Table 1:** The reads information after filtering in RNA-seq.

Samples	Clean Data	HQ clean reads	Q20	Q30	GC	Total mapped	Uni-mapped
	(×10^9^ bp)	(×10^7^)	(%)	(%)	(%)	(%)	(%)
QC_1	7.842	5.155	98.84	95.95	48.11	79.30	78.66
QC_2	6.640	4.350	98.84	95.96	48.37	79.97	79.29
QC_3	5.761	3.771	98.74	95.66	48.49	76.31	75.53
QS_1	5.666	3.720	98.88	96.07	48.53	81.89	81.33
QS_2	5.254	3.442	98.74	95.64	48.37	82.42	81.83
QS_3	5.781	3.790	98.81	95.88	48.31	80.79	80.19

**Figure 3:**
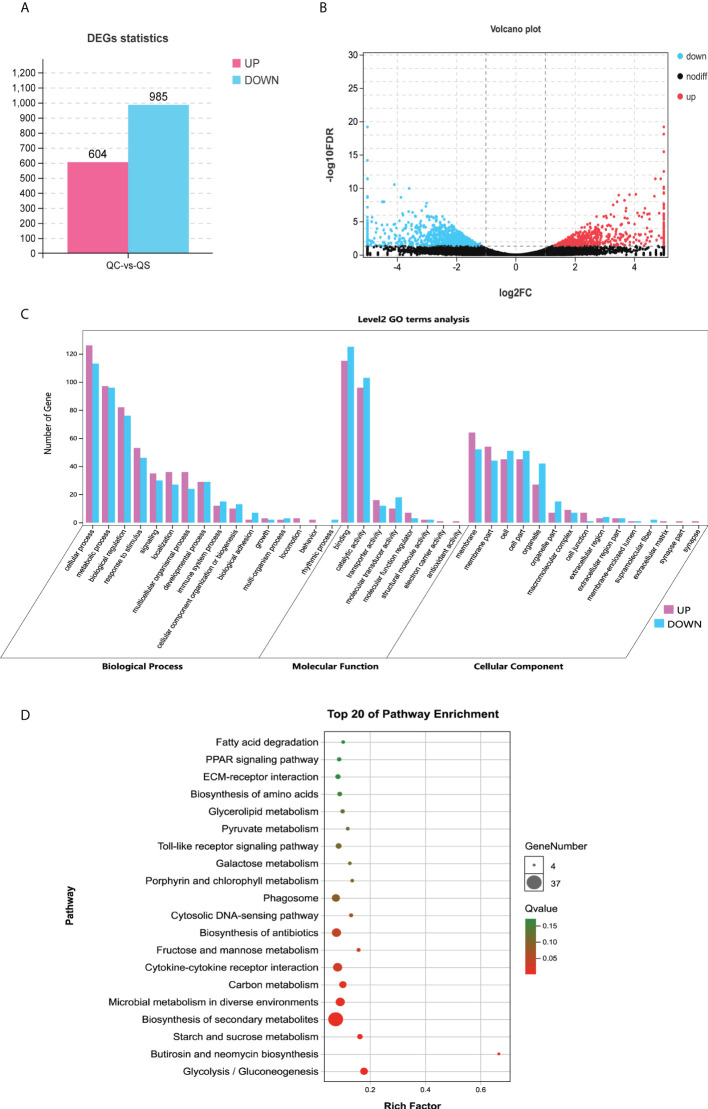
Identification and functional annotation of differentially expressed genes. **(A)** Histogram shows differentially expressed genes. Blue and red indicate decreased and increased expression, respectively. **(B)** Volcano map shows differentially expressed genes. The abscissa represents the fold change values of samples in control group/samples infected by *V. parahaemolyticus*, the vertical coordinate represents statistical test value [-lg (FDR)], the lower represent the more significant differences. Red dots represent up-regulated genes and blue dots represent down-regulated genes (FDR <0.05, |log2FC|>1), and black dots represent no significant difference genes. **(C)** GO enrichment analysis of DEGs. The abscissa indicates 3 GO categories with 39 GO terms, and the vertical coordinate indicates the number of unigenes. **(D)** KEGG pathway analysis of DEGs. The abscissa represents the ratio of DEGs to all genes annotated to the pathway and the vertical coordinate represents the pathways. The redder bubble indicates more obvious enrichment, with smaller *Q-value*. The larger bubble contains more differentially expressed genes. DEGs, differentially expressed genes; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

In order to deeply explain the biological function of differentially expressed genes, an enrichment analysis of GO terms containing three ontologies (molecular function, cellular component and biological process) was carried out. As shown in **Figure 3C**, differential expressed genes in infected group were enriched to 26 subcategories with 39 GO terms: biological progress (16 subcategories), cellular component (8 subcategories), and molecular function (2 subcategories). 

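GO terms could be compared for 4184 tested genes with a biological process, 3946 with a molecular function and 2437 with a cellular component. With no gene called by edgeR's quasi-likelihood test, Fisher's exact test for enrichment had no gene set and no term was called (0 in each ontology). In a setting chosen after seeing the data, Fisher's test on the genes at an unadjusted p under 0.05 with |log2FC| over 1 called 1 term, membrane (adjusted p = 0.0333). Split by direction, the genes up gave 8 functions, 4 processes and 0 components, and the genes down gave 0 terms. Camera, which compares the fold changes of a term's genes with those of the other genes and was also added after seeing the data, called 66 processes, 30 functions and 44 components, all toward higher expression in the infected group. No call held with an estimated correlation (lowest adjusted p = 0.688), and 26, 8 and 20 of them were also called without control replicate 1.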

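In cellular process and metabolic process, 1581 of 2686 and 1271 of 2204 tested genes had a positive log2FC, with a median of 0.14 in both. Neither term passed camera (adjusted p = 0.108 and 0.117; 0.874 for both with an estimated correlation). Biological regulation held 90 genes at an unadjusted p under 0.05 with |log2FC| over 1, 64 of them lower in the infected group, where 111 were expected from its size. For response to stimulus, 67 such genes stood against 58.9 expected, 25 higher and 42 lower. Fisher's test gave an adjusted p of 1 for all 4 terms. The smaller term immune system process (117 tested genes) held 19 such genes, 7 higher and 12 lower, against 8.95 expected (Fisher's exact test, adjusted p = 0.228). Its adjusted p was 0.0280 on the genes called by edgeR's exact test without control replicate 1, a setting chosen after seeing the data. The 25 tested genes of pyruvate metabolic process were mostly higher in the infected group (21 of 25, median log2FC 0.57, camera adjusted p = 0.0231, adjusted p = 0.874 with an estimated correlation). In hemopoiesis, 29 of 55 tested genes had a positive log2FC (camera adjusted p = 0.991).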

In the biological process category, the DEGs were mainly enriched in “cellular process”, “metabolic process”, “biological regulation” and “response to stimulus”. 

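Binding and catalytic activity are the largest functions of the annotation, with 2583 and 2129 of the 3946 annotated genes tested. Of the genes of binding, 208 were at an unadjusted p under 0.05 with |log2FC| over 1, against 219 expected from the size of the term, 90 of them higher and 118 lower in the infected group. Catalytic activity held 183 such genes against 180.2 expected, 87 higher and 96 lower. Both had an adjusted p of 1 by Fisher's exact test. Camera gave adjusted p = 0.415 for binding and 0.117 for catalytic activity, and 0.792 for both with an estimated correlation.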

In the molecular function category, the DEGs were mainly enriched in “binding” and “catalytic activity”. 

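Membrane held more genes than its size gives, with 95 of 1044 tested genes at an unadjusted p under 0.05 and |log2FC| over 1 against 72.4 expected, 38 higher and 57 lower in the infected group (Fisher's exact test, adjusted p = 0.0333, a test on genes not called by the adjusted p). Membrane part, which shares most of these genes, held 82 of 919 against 63.7 expected (adjusted p = 0.161). For cell and cell part, which hold the same 1546 tested genes here, 90 such genes stood against 107 expected (adjusted p = 1). Their genes had a median log2FC of 0.16, with 929 of 1546 positive (camera adjusted p = 0.0313; 0.688 with an estimated correlation; 0.0948 without control replicate 1).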

In the cellular component category, the DEGs were mainly enriched in “cell”, “cell part”, “membrane”, “membrane part”. Since the biological progress category contains more differential expressed genes, of which the top 20 GO terms were listed in **Figure S1**. It is worth noting that the highly significant GO terms “immune system process”, “pyruvate metabolic process”, “monocarboxylic acid metabolic process”, “hematopoietic or lymphoid organ development”, “hemopoiesis” and “immune system development” (FDR < 0.05), which will provide a basis for further study on the pathogenic mechanism of *V. parahaemolyticus* to *E. coioides.*

Furthermore, a KEGG pathway enrichment analysis of differential expressed genes were performed with a *Q*-value < 0.05 and the top 20 KEGG pathways were shown in **Figure 3D**. 

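Of the 154 KEGG pathways with at least 5 tested genes, Oxidative phosphorylation was most clearly shifted, with 125 of 137 tested genes at a positive log2FC and a median log2FC of 0.47 (camera adjusted p = 3.3e-09, adjusted p = 0.947 with an estimated correlation). Proteasome genes, which degrade tagged proteins, followed with 41 of 47 positive and a median log2FC of 0.63 (camera adjusted p = 3.0e-06, adjusted p = 0.947 with an estimated correlation). The Intestinal immune network for IgA production was lower in the infected group, with 10 of 44 genes positive and a median log2FC of -0.53 (camera adjusted p = 0.00158, adjusted p = 0.947 with an estimated correlation). In all, camera called 19 pathways up and 3 down, 14 of these 22 also without control replicate 1, and 0 with an estimated correlation. Fisher's exact test called 0 pathways, since edgeR's quasi-likelihood test gave it no genes, and 0 on the genes at an unadjusted p under 0.05 with |log2FC| over 1. On the genes called by edgeR's exact test without control replicate 1, a setting chosen after seeing the data, it called 14.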

Cytokine-cytokine receptor interaction, as an immune-related pathway, was significantly enriched. 

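The 162 tested genes of this pathway went both ways, with 74 at a positive and 88 at a negative log2FC (median -0.11). At an unadjusted p under 0.05 with |log2FC| over 1, 3 of them were higher and 10 lower in the infected group, 13 in all against 12.2 expected from the pathway's size (Fisher's exact test, adjusted p = 1). As a whole the pathway did not pass camera (adjusted p = 0.690; 0.947 with an estimated correlation). By edgeR's exact test without control replicate 1, a setting chosen after seeing the data, 17 genes were called up and 15 down, 32 against 19.8 expected (Fisher's exact test, adjusted p = 0.0386).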

Besides, most of the DEGs were enriched in pathways associated with metabolism, i.e., Biosynthesis of secondary metabolites, Microbial metabolism in diverse environments, Butirosin and neomycin biosynthesis, Biosynthesis of antibiotics, Carbon metabolism. 

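Of the 5 pathways, Carbon metabolism was the most clearly shifted, with 80 of 113 tested genes at a positive log2FC and a median log2FC of 0.37 (camera adjusted p = 7.3e-04). Biosynthesis of antibiotics (133 of 194 positive, median 0.33, camera adjusted p = 0.00125) and Microbial metabolism in diverse environments (98 of 151 positive, median 0.29, camera adjusted p = 0.0108) were also higher as groups in the infected libraries. These pathways share many enzymes of central carbon metabolism, so their tests are not independent, and the adjusted p was 0.947 for each with an estimated correlation. Biosynthesis of secondary metabolites (197 of 323 positive) did not pass camera (adjusted p = 0.0581; 0.0457 without control replicate 1, and 0.947 on all 6 libraries with an estimated correlation), nor did Butirosin and neomycin biosynthesis with 4 of 5 tested genes positive (adjusted p = 0.487). By Fisher's exact test on the genes at an unadjusted p under 0.05 with |log2FC| over 1, no pathway of the 5 passed (adjusted p from 0.146 for Microbial metabolism in diverse environments to 0.981 for Butirosin and neomycin biosynthesis). On the genes called by edgeR's exact test without control replicate 1, chosen after seeing the data, all 5 passed (adjusted p from 0.00257 to 0.0136).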

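Glycolysis / Gluconeogenesis had 42 of 62 tested genes at a positive log2FC in the infected group, with a median log2FC of 0.24 (camera adjusted p = 0.0713; 0.0319 without control replicate 1, and 0.947 on all 6 libraries with an estimated correlation). Fructose and mannose metabolism had 21 of 30 positive (median 0.23, camera adjusted p = 0.465) and Starch and sucrose metabolism 17 of 33 (median 0.0058, camera adjusted p = 0.888). At an unadjusted p under 0.05 with |log2FC| over 1, the pathways held 8, 6 and 4 genes in that order, against 4.68, 2.26 and 2.49 expected (Fisher's exact test, adjusted p = 0.607, 0.267 and 0.885). By edgeR's exact test without control replicate 1, a setting chosen after seeing the data, Glycolysis / Gluconeogenesis (14 genes up and 6 down, adjusted p = 0.00257) and Starch and sucrose metabolism (7 up and 5 down, adjusted p = 0.00862) were enriched, and Fructose and mannose metabolism was not (4 up and 2 down, adjusted p = 0.675).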

Interestingly, three pathways related to the Warburg effect in vertebrates were also significantly enriched, such as Starch and sucrose metabolism, Fructose and mannose metabolism, Glycolysis or gluconeogenesis.

### Quality control and expression pattern analysis of miRNA

To study the acute effects of *V. parahaemolyticus* challenge on *E. coioides* at the miRNA level, miRNA-seq was performed. After removing dirty reads, the number of clean tags of each sample in the treatment group and the control group is shown in **Table 2**. The length distribution of clean tags was shown in **Figure S2**, it could be found that the length was mainly distributed in the range of 20-23 nt and small RNAs of 22 nt in length were the most common. The tag sequences after removing other classes of small RNAs (rRNA, tRNA, snRNA, snoRNA, etc.) were aligned to the reference genome and the ratio of matched tags from six samples ranged from 74-79%. Finally, 618 known miRNAs and 550 novel miRNAs in total were identified using MIREAP_v0.2 software.

**Table 2:** The tags information after filtering in miRNA-seq.

Samples	Clean read	HQ clean reads	Clean tags	Match	Ratio	Known miRNA	Novel miRNA
	(×10^7^)	(×10^7^)	(×10^7^)	(×10^6^)	(%)		
QC_1	1.312	1.266	1.199	8.961	74.74	341	395
QC_2	1.183	1.034	98.84	7.913	76.50	340	369
QC_3	1.419	1.150	98.74	8.555	74.39	417	410
QS_1	1.253	1.097	98.88	8.329	75.91	362	389
QS_2	1.307	1.035	98.74	8.125	78.52	373	341
QS_3	1.380	1.225	98.81	9.096	74.28	383	381

Differential expression analysis of the obtained miRNAs was performed using edgeR software and the screening criteria of DEMs were fold change ≥ 2 and *P-value* < 0.05. In this case, a total of 55 significantly different miRNAs were screened, including 29 significantly up-regulated DEMs and 26 significantly down-regulated DEMs (**Figure 4A**). The predicted target genes of DEMs were processed for further functional characterization.

**Figure 4:**
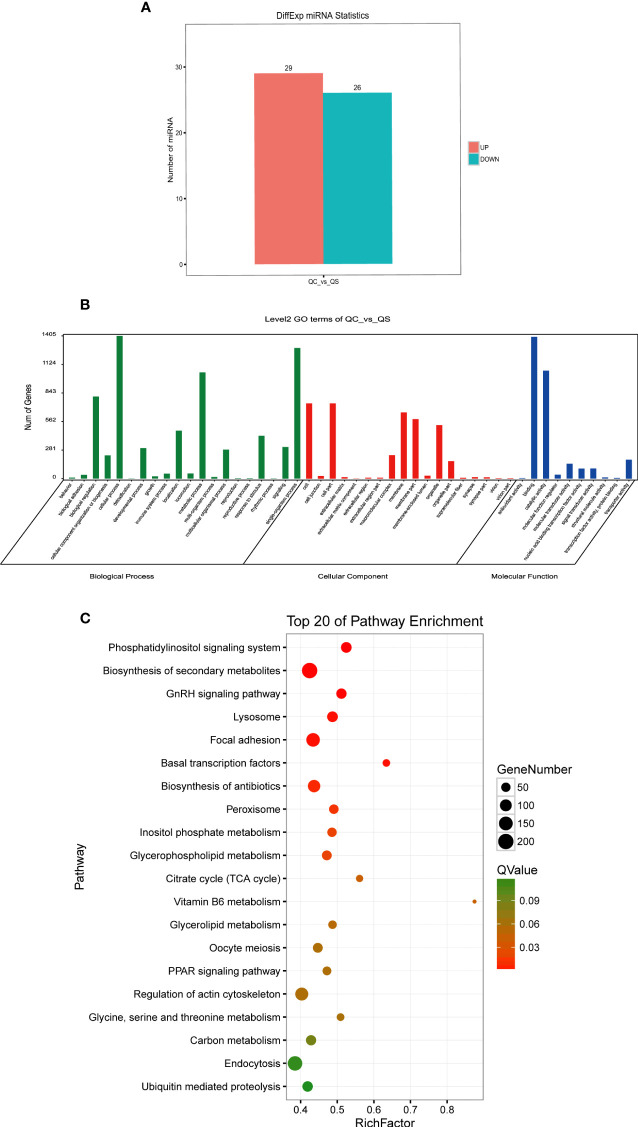
Identification and functional annotation of differentially expressed miRNAs. **(A)** Histogram shows differentially expressed miRNAs. Blue and pink indicate decreased and increased expression, respectively. **(B)** GO enrichment analysis of predicted target genes of DEMs. The abscissa indicates 3 ontologies (molecular function, cellular component and biological process) with 48 GO terms, the vertical coordinate indicates the genes count. **(C)** KEGG pathway analysis of target genes of DEMs. The redder bubble indicates more obvious enrichment, with smaller *Q-value*. Size of the point refers to the number of genes within each pathway. DEMs, differentially expressed miRNAs; DEGs, differentially expressed genes; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

As shown in **Figure 4B**, the GO enrichment analysis indicated that the predicted target genes of DEMs were clustered into three GO ontologies (molecular function, cellular component and biological process) with 48 GO terms. In the molecular function category, the target genes were mainly enriched in “binding” and “catalytic activity”. In the cellular component category, the target genes were mainly enriched in “cell”, “cell part”, “membrane”, “membrane part”. In the biological process category, the target genes were mainly enriched in “metabolic process”, “cellular process”, “biological regulation” and “single-organism process”.

Furthermore, the top 20 KEGG pathways of the predicted target genes were identified with a *Q-value* < 0.05 according to KEGG database (**Figure 4C**). Phosphatidylinositol signaling system was significant, and the pathway Inositol phosphate metabolism was also enriched. Biosynthesis of secondary metabolites, a pathway containing the largest number of target genes, was also significantly enriched in the KEGG pathway analyses of DEGs. Furthermore, Focal adhesion, a pathway associating with cytoskeleton stabilization was enriched. Meanwhile, Lysosome, a significantly enriched pathway, was concerned. Other enriched pathways were: Biosynthesis of antibiotics, Glycerophospholipid biosynthesis, Citrate cycle (TCA cycle), Basal transcription factors, GnRH signaling pathway and Peroxisome.

### Integrated analysis of mRNA-seq and miRNA-seq data

The effect of miRNA on target gene is mainly to regulate its post transcriptional level by inhibiting or silencing the expression of target gene. It has been reported that miRNA can promote protein translation through complex mechanisms, however, it is uncertain whether these are individual cases (26–28). Hence, the screening criteria of miRNA-mRNA pairs was Pearson’s correlation coefficient < -0.7 and *p* < 0.05 and a total of 1427 pairs were obtained. To further determine the function of miRNAs in the immune response of *E. coioides* against *V. parahaemolyticus* infection, the enrichment analysis of GO terms and KEGG pathways were performed on the target DEGs of DEMs.

As for the GO enrichment analysis, the target DEGs were enriched in three GO ontologies with 23 GO terms (**Figure 5A**). In the molecular function category, most of target DEGs were enriched in “binding activity” and “catalytic activity”. In the cellular component category, the target DEGs were mainly enriched in “cell”, “cell part”, “membrane”, “membrane part”. In the biological process category, the target genes were mainly enriched in “cellular process”, “metabolic process”, “biological regulation” and “single-organism process”. Moreover, the KEGG pathway enrichment analysis of target DEGs of DEMs was shown in **Figure 5B**. In the top 20 KEGG pathways, several immune-related pathways were mainly enriched, i.e., *p53* signaling pathway, Intestinal immune network for IgA production, Cytokine-cytokine receptor interaction. In addition, there are several pathways associated with metabolism, including the Biosynthesis of secondary metabolites, Neomycin, kanamycin and gentamicin biosynthesis, Glycerolipid metabolism, Riboflavin metabolism. The Starch and sucrose metabolism, and Glycolysis or gluconeogenesis were also significantly enriched in the KEGG pathway enrichment analysis. Meanwhile, two pathways related to bacterial invasion should not be ignored, i.e., ECM-receptor interaction and Regulation of actin cytoskeleton.

**Figure 5:**
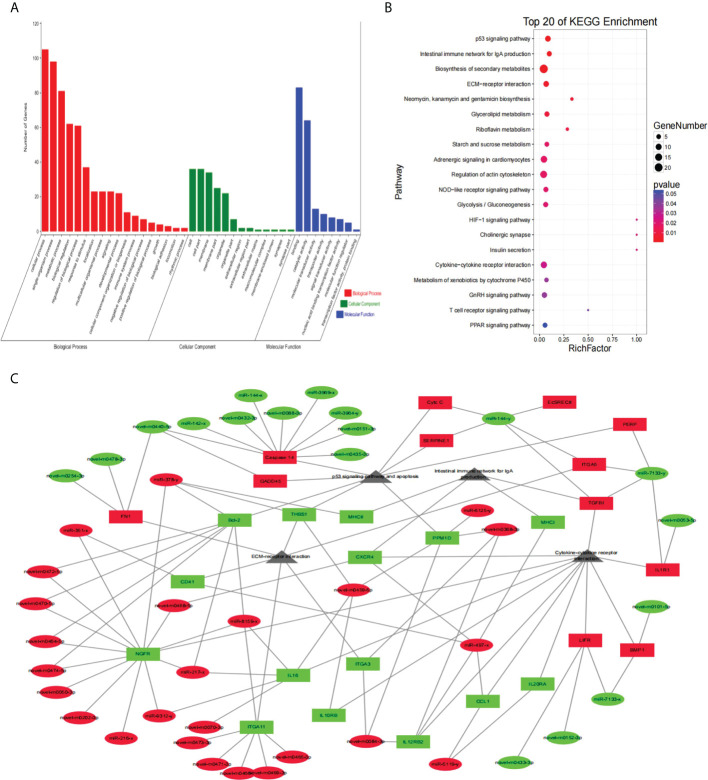
Functional annotation analysis of target DEGs of DEMs and network for miRNA-mRNA-Pathway interaction. **(A)** GO enrichment analysis of target DEGs of DEMs. The abscissa indicates 3 ontologies (molecular function, cellular component and biological process) with 39 GO terms, the vertical coordinate indicates the genes count. **(B)** KEGG pathway analysis of target DEGs of DEMs. The abscissa represents the ratio of the number of genes in the DEGs and the vertical coordinate represents the pathways. The redder bubble indicates more obvious enrichment, with smaller *P-value*. The larger bubble contains more target genes. **(C)** Network diagram for miRNA-mRNA-Pathway interaction. Ellipse represents miRNA, Round Rectangle represents mRNA, Triangle represents signaling pathway; Red color indicates up-regulated, blue color indicates down-regulated, gray color indicates no difference. DEGs, differentially expressed genes; DEMs, differentially expressed miRNAs; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

In order to further explore the role of miRNA-target pairs in the resistance of *V. parahaemolyticus* infection, a miRNA-mRNA-Pathway network was constructed by 80 significant pairs and four selected pathways (*p53* signaling pathway, Intestinal immune network for IgA production, Cytokine-cytokine receptor interaction and ECM-receptor interaction), showing that one miRNA could regulate multiple mRNAs, and multiple target genes were associated with several signal pathways (**Figure 5C**). Further, *miR-144-y*, *miR-497-x*, *novel-m0459-5p*, *miR-7133-y*, *miR-378-y*, *novel-m0440-5p* and *novel-m0084-3p* may be key miRNAs that play an important role in regulating immune signaling pathways. It is worth noting that scavenger receptor class F member 2 (*srec2*), as one of the key target genes, could also participate in the interaction pathway.

### The validation of sequencing results by qRT-PCR

To verify the accuracy of mRNA-seq results, 25 differentially expressed genes were selected, such as pattern recognition receptors, signal molecules and cytokines, etc. 

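The RNA sensors tlr3 and tlr8 had lower mean levels in the infected group, and entries of tlr2 went both ways. For tlr3 and tlr8 the mean FPKM was 1.52 ± 1.10 and 4.21 ± 1.67 (SD, n = 3) in the infected group and 6.53 ± 5.16 and 17.0 ± 10.3 (SD, n = 3) in the control group. Their log2FC was -2.06 and -1.95 (adjusted p = 0.429 for both). The entry named tlr2 with the highest level (Eco_gene16539) was at 2.58 ± 1.54 against 20.6 ± 18.2 (SD, n = 3; adjusted p = 0.429). The signal molecule traf3ip3 was at 34.0 ± 5.68 against 93.4 ± 46.5 (SD, n = 3; log2FC -1.43, adjusted p = 0.429). The mannose receptor mrc1 went both ways over its entries, the most abundant of which (Eco_geneA01103) was at 897 ± 513 against 236 ± 204 (SD, n = 3; log2FC 1.83, adjusted p = 0.429). Of the genes of Figure 6A, 21 could be tied to the tables by name, with 44 tested entries, 23 of them at a positive and 21 at a negative log2FC. None passed edgeR's quasi-likelihood test (adjusted p from 0.429 to 0.955). At an unadjusted p under 0.05, 4 were higher and 13 lower. edgeR's exact test called 0, and DESeq2 called an entry with the symbol TLR1 but described as TLR2-3 up (XLOC_012031) and entries of tlr2 (Eco_gene16539) and cd163l1 (Eco_geneA00311) down. Since these genes were picked on the same libraries, their direction is not independent evidence. In a list of Toll-like receptors fixed before the data were examined, 11 of 16 tested genes had a negative log2FC (11 of the 16 are entries of genes the article names; median -1.06, camera adjusted p = 0.0139, adjusted p = 0.528 with an estimated correlation). In this list edgeR's quasi-likelihood test called 0 genes over all genes. When adjusted over the list alone, it called the entry XLOC_012031 up and the entries of tlr2 (Eco_gene16539), TLR7, TLR8 and Tlr13 (described as TLR21B) down. Control replicate 1 had a median level of -0.21 in this list (log2, relative to the mean of the 6 libraries), between control replicates 2 and 3 (0.85 and 0.82) and the infected libraries (-0.81, -0.27 and -0.64). The immediate early genes, with jun and fos, had 15 of 27 positive (median 0.20, camera adjusted p = 0.207; 0.0138 without control replicate 1, and 0.780 on all 6 libraries with an estimated correlation).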

The expression variations of DEGs were calculated by *FPKM* value (**Figure 6A**). Then the selected DEGs were verified by qRT-PCR, which showed a high degree of concordance between qRT-PCR verification and RNA-seq analysis, but there were inconsistencies in individual genes, such as complement component C3 (*c3*), toll-like receptor 7 (*tlr7*) (**Figure 6B**).

**Figure 6:**
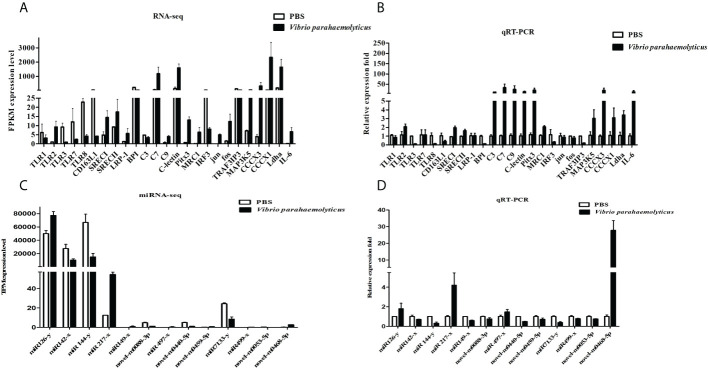
Verification of the sequencing results using qRT-PCR analysis. **(A)** Relevant pattern recognition receptors, signal molecules and cytokines in mRNA-seq. The abscissa indicates the names of the DEGs, and the vertical coordinate represents the *FPKM value*. **(B)** Relevant pattern recognition receptors, signal molecules and cytokines were verified by qRT-PCR verification. The abscissa indicates the names of the DEGs, and the vertical coordinate represents the fold change. **(C)** Selected differential expressed miRNAs were detected in miRNA-seq. The abscissa indicates the names of the DEMs, and the vertical coordinate represents the *TPM value*. **(D)** Selected differential expressed miRNA were verified by qRT-PCR. The abscissa indicates the names of the DEMs, and the vertical coordinate represents the fold change.

Similarly, 13 differentially expressed miRNAs were selected to verify the accuracy of miRNA-seq results by qRT-PCR. The results showed that the verification of DEMs by qRT-PCR was highly consistent with the results of miRNA-seq, except for a few miRNAs including *miR-419-x*, *novel-m0459-5p* and *miR-499-x* (**Figures 6C, D**).

## Discussion

In this study, the immune mechanism of *E. coioides* infected with *V. parahaemolyticus* was explored. Consistent with previous studies of *V. parahaemolyticus* infection in bony fish (5, 29), we found that death principally occurred in the early stage of infection with obvious tissue lesions. Furthermore, DEGs and DEMs from spleen transcriptomics of *E. coioides* were identified, and a miRNA-target-Pathway network was constructed. Basing on these results, several crucial pathways and miRNA-mRNA pairs were explored, which sheds new insights into resistance to vibrio infection.

Through the mRNA-seq analysis, 604 upregulated and 985 downregulated DEGs were screened in six libraries. In the GO enrichment analysis, the DEGs were annotated to 39 GO terms and the GO terms “metabolic process”, “immune system process” and “response to stimulus” indicated that the infection may affect host metabolism, and the host may resist the stimuli by initiating immune response. As for KEGG pathway analysis, the four pathways of “Cytokine-cytokine receptor interaction”, “Starch and sucrose metabolism”, “Fructose and mannose metabolism” and “Glycolysis or gluconeogenesis” were focused on. It is believed that Cytokine-cytokine receptor interaction pathway contributes to neutrophil mediated phagocytosis and extracellular trap formation, and the immune response is dominated by infiltrating neutrophils (30, 31). Cytokines are produced by immune-related cells, which can regulate the immune response of the body, including interleukins, lymphokines, monokines, interferons, and chemokines (32). After infected with *Yersinia pseudotuberculosis*, the highest infection-induced immunomodulatory genes were those of the major proinflammatory cytokines: interleukin-1 alpha (*il1a*), interleukin-1 beta (*il1b*), interleukin-6 (*il6*), interleukin-17F (*il17f*) and interferon gamma (*ifng*) (31). A study in *E. coioides* showed that the Cytokine-cytokine receptor interaction pathway was participated in the immune process and *il6*, *il1b* and *il1r2* were found to play key roles during the defense against* Pseudomonas plecoglossicida* (33). In the Cytokine-cytokine receptor interaction pathway, several genes of chemokines, interleukins and cytokine receptors were enriched. They are C-C motif chemokine ligand 1 (*ccl1*), C-C motif chemokine ligand 2 (*ccl2*), C-C motif chemokine ligand 3 (*ccl3*), C-C motif chemokine ligand 4 (*ccl4*), C-C motif chemokine ligand 28 (*ccl28*), C-C motif chemokine ligand 14 (*ccl14*), *il6*, *il1b*, interleukin-11 beta (*il11b*), interleukin-2 (*il2*), interleukin-16 (*il16*), interleukin-6 receptor (*il6r*), interleukin-7 receptor (*il7r*), interleukin-18 receptor accessory protein (*il18rap*), interleukin 10 receptor subunit beta (*il10rb*), C-X-C motif chemokine receptor 3 (*cxcr3*), C-C motif chemokine receptor 3 (*ccr3*) and C-X-C motif chemokine receptor 4 (*cxcr4*). Therefore, we propose that numbers of cytokines and cytokine receptors were involved in the immune process to resist *V. parahaemolyticus* infection.

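The mean levels of ccl14, il7r and single entries of cxcr3 and cxcr4 were lower in the infected group, and those of il6 and il1b were higher. The receptor cxcr3, found on activated T cells, has 3 tested entries, of which Eco_gene17035 was at 2.34 ± 1.23 FPKM (SD, n = 3) in the infected group and 25.4 ± 15.6 (SD, n = 3) in the control group. Its log2FC was -3.35 (standard error 0.69), with an adjusted p of 0.429 by edgeR's quasi-likelihood test, 0.00582 by its exact test and 0.00124 by DESeq2. The other entries went both ways, at a log2FC of -0.81 (Eco_gene17033, adjusted p = 0.458) and 1.75 (Eco_gene17034, adjusted p = 0.468). For ccl14 the levels were 5.08 ± 4.87 and 34.7 ± 24.2 (SD, n = 3). They were 10.9 ± 5.09 and 31.0 ± 12.3 (SD, n = 3) for il7r and, for cxcr4 (Eco_gene10092) 292 ± 72.1 and 701 ± 360 (SD, n = 3). These 3 entries had an adjusted p of 0.429, and the second entry of cxcr4 (Eco_gene10792) had a log2FC of 0.89 (adjusted p = 0.781). The pro-inflammatory il6 was at 8.90, 4.38 and 2.13 FPKM in infected replicates 1, 2 and 3 and at 2.30, 0.32 and 0 in control replicates 1, 2 and 3 (log2FC 2.36, standard error 1.08, adjusted p = 0.431). For il1b these were 237, 131 and 259 against 299, 4.46 and 0.26, so control replicate 1 was above every infected library (log2FC 0.96, adjusted p = 0.829). Without control replicate 1 the log2FC of il1b (Eco_gene20622) was 6.56 (standard error 1.04, adjusted p = 0.0602). Of the 18 genes named, 17 were found, with 24 tested entries, 7 at a positive and 17 at a negative log2FC. By edgeR's quasi-likelihood test 0 passed, and 9 were lower and 0 higher at an unadjusted p under 0.05. The exact test and DESeq2 called the cxcr3 entry Eco_gene17035 alone. The entries were chosen by the study on these libraries, so this direction is not independent evidence. Of the fixed gene lists, inflammatory cytokines and chemokines had 15 of 26 tested genes positive (11 of the 26 are entries of genes the article names; median 0.27, camera adjusted p = 0.777) and cytokine and chemokine receptors 36 of 80 (median -0.11, camera adjusted p = 0.625). In either list edgeR's quasi-likelihood test called 0 over all genes or adjusted over the list alone, and DESeq2 called cxcr3 down and IL6ST up (XLOC_031330, chosen after its values were seen). The decoy receptor IL1R2, chosen after its values were seen, was called up by the quasi-likelihood test without control replicate 1 (adjusted p = 0.0450), in which it stood at 77.4 FPKM against 73.5 to 288 in the infected libraries. From the enrichment of chemokines, interleukins and receptors in this pathway, the paper proposes a part for them in the defence against V. parahaemolyticus.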

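The glycolysis genes were higher as a group in the infected libraries. In the list of glycolysis enzymes, 26 of 33 tested genes had a positive log2FC (median 0.41, camera adjusted p = 0.0200, adjusted p = 0.528 with an estimated correlation). In it edgeR's quasi-likelihood test, its exact test and DESeq2 called 0 genes, with 2 higher and 2 lower at an unadjusted p under 0.05 with |log2FC| over 1. PFKL, which encodes the enzyme of the committed step of glycolysis, was at 27.4 ± 1.61 FPKM (SD, n = 3) in the infected group and 11.2 ± 5.51 (SD, n = 3) in the control group (log2FC 1.26, standard error 0.40, adjusted p = 0.429). Hexokinase HK1 (Eco_gene06608) was at 261 ± 49.2 against 100.1 ± 73.6 (SD, n = 3; log2FC 1.34, standard error 0.58, adjusted p = 0.429). Both genes were chosen after their values were seen. For ldha, which makes lactate from pyruvate, the levels were 726, 1618 and 2604 FPKM in infected replicates 1, 2 and 3 and 2421, 221 and 152 in control replicates 1, 2 and 3 (log2FC 0.79, standard error 1.08, adjusted p = 0.770). Without control replicate 1 its log2FC was 3.27 (standard error 0.66, adjusted p = 0.0691; 0.00031 by edgeR's exact test, a setting chosen after seeing the data). Genes of the TCA cycle were higher too, with 20 of 22 positive (median 0.45, camera adjusted p = 2.7e-04, adjusted p = 0.528 with an estimated correlation). Among them, SUCLA2 was at 40.8 ± 11.3 against 16.5 ± 7.26 FPKM (SD, n = 3; adjusted p = 0.429; chosen after its values were seen). In this list control replicate 1 (median level 0.052) lay just above infected replicate 3 (0.039). In the glycolysis list, control replicate 1 had a median level of 0.52 (log2, relative to the mean of the 6 libraries) beside infected replicate 3 at 0.75, with -0.02 and 0.02 in infected replicates 1 and 2 and -0.63 and -0.45 in control replicates 2 and 3. Without control replicate 1 its median log2FC was 1.09 (camera adjusted p = 1.3e-04). The hypoxia response, which shares glycolytic genes, had 18 of 24 positive (median 0.31, camera adjusted p = 0.09996). In it control replicate 1 stood at 0.92 and infected replicate 3 at 1.40, and it passed camera at the preset correlation without control replicate 1 (median 0.93, adjusted p = 0.00126). With an estimated correlation the hypoxia list had an adjusted p of 0.779 on all 6 libraries.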

Several pathways related to the Warburg effect cannot be ignored, including Starch and sucrose metabolism, Fructose and mannose metabolism, Glycolysis or gluconeogenesis. The Warburg effect was first proposed in tumor cells (34) and it was later determined that the effect plays an key role in replication of many virus, such as human papillomavirus (HPV) (35) and severe acute respiratory syndrome coronavirus 2 (SARS-CoV-2) (36). Briefly, the Warburg effect can help cancer cells or viruses escape apoptosis and host immune response by enhancing anaerobic respiration under aerobic conditions, and also perform efficient glycolysis to produce abundant energy and nutrition to promote cancer cell proliferation or virus replication (37, 38). And that, *V. parahaemolyticus* could use T3SS1 to utilize the nutrient of host cells and avoid phagocytosis by immune cells responding to proinflammatory signals at the site of infection (6). Although there are few studies on this effect in bacteria, combined with the pyruvate metabolic process GO term and the related pathways enriched by KEGG enrichment analysis, we boldly speculate that *V. parahaemolyticus* may actualize its proliferation and escape immune response by affecting the metabolism of the host.

Because our genome annotation work is still in progress, many poorly annotated DEGs do not appear in the enrichment pathways of annotated genes. Interestingly, through sequence alignment and subsequent sorting of these genes, it was found that they were enriched in three immune-related pathways, i.e., Acute-phase immune response, Apoptosis and Complement system. Therefore, we speculate that the immune response against *V. parahaemolyticus* was concentrated in the early stage of infection and belonged to acute infection. 

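The tested entries of saa3, hepcidin and ptx3 were higher in every infected library and in control replicate 1 than in control replicates 2 and 3. The entry of saa3 matched by symbol and name (Eco_gene23139) was at 19.3, 60.6 and 118 FPKM in infected replicates 1, 2 and 3 and at 155, 6.07 and 0.29 in control replicates 1, 2 and 3 (log2FC 0.26, standard error 1.53, adjusted p = 0.958). Its 2 other entries had a log2FC of 1.67 (XLOC_024806) and 2.21 (XLOC_025413). Hepcidin, an antimicrobial peptide that regulates iron, has several entries. The largest difference among those tested was in Eco_gene16697, at 33.8 ± 15.9 FPKM (SD, n = 3) in the infected group and 3.95 ± 5.05 (SD, n = 3) in the control group (log2FC 2.95, standard error 0.92, adjusted p = 0.429). The entry Eco_gene16643, described as HAMP1, was at 56.1 ± 49.3 against 11.3 ± 19.2 (SD, n = 3; log2FC 2.17, standard error 1.60, adjusted p = 0.565). The pattern recognition molecule ptx3 was at 11.3, 14.8 and 125 FPKM in the infected libraries and at 81.6, 0.76 and 0.79 in the control ones (log2FC 0.87, standard error 1.76, adjusted p = 0.853). All 7 tested entries of the 3 genes had a positive log2FC and none passed edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 1 was higher, and the exact test and DESeq2 called 0. As the study picked these genes on these libraries, their direction is not independent evidence. In the list of acute-phase proteins, 16 of 21 tested genes were positive (9 of the 21 are entries of genes the article names; median 0.26, camera adjusted p = 0.0167, adjusted p = 0.528 with an estimated correlation). None was called by edgeR's quasi-likelihood test, its exact test or DESeq2 (2 higher and 1 lower at an unadjusted p under 0.05 with |log2FC| over 1), and the median was 1.82 without control replicate 1 (camera adjusted p = 0.00127). Without infected replicate 3 the log2FC of saa3 (Eco_gene23139) and ptx3 turned negative (-0.62 and -1.27). Without control replicate 1 it rose instead in both. The exact test without that library, a setting chosen after seeing the data, called 6 entries of the 3 genes up and 0 down.

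**Figure D2:**
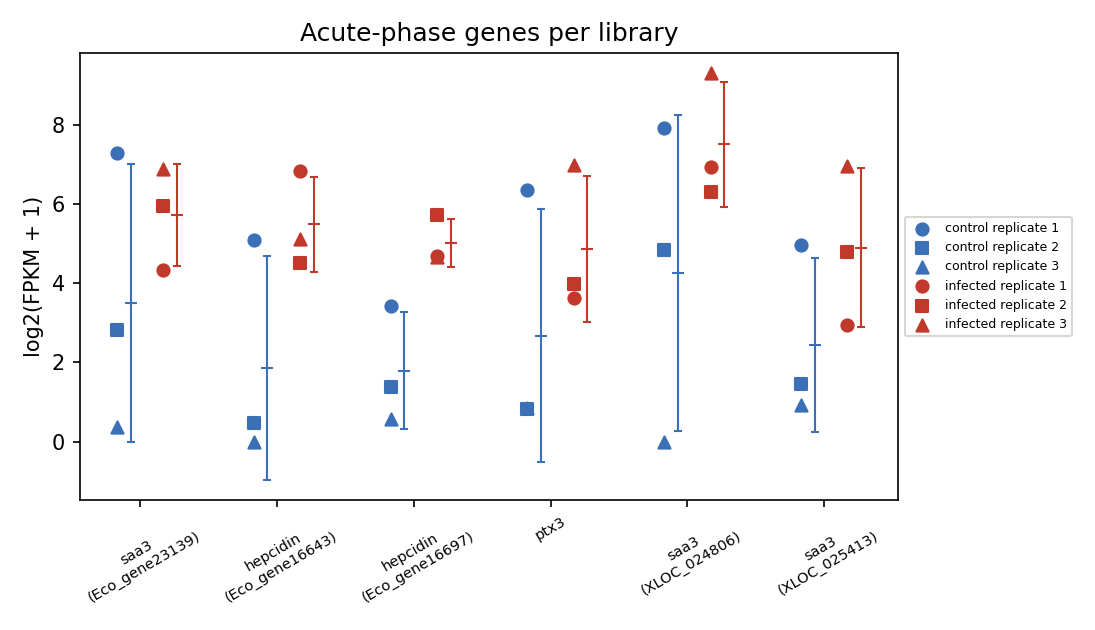
log2(FPKM + 1) of saa3, hepcidin and ptx3 entries on the y axis, a point per library, blue for control and red for infected, with mean and SD (n = 3) beside the points. Control replicate 1 lies within or above the range of the infected libraries for saa3 (155 FPKM), Eco_gene16643 (33.4 FPKM) and ptx3 (81.6 FPKM), and below it for Eco_gene16697 (9.75 FPKM).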

In Acute-phase immune response pathway, genes, serum amyloid A3 (*saa3*), hepcidin 3 (*hepc3*), pentraxin 3 *(ptx3)*, which encode SAA3, HEPC, PTX3, respectively, were up-regulated. SAA3, a major acute-phase protein, which released in response to inflammation (39) and produced more ubiquitously by intestine and lung (40). LPS, a component of Gram-negative bacteria, significantly enhanced the expression of SAA3 in mouse colonic epithelial cells, rather than the expression of SAA1 or SAA2 (41). HEPC, as an acute-phase protein, is expressed immediately after tissue injury or bacterial infection. In teleost, hepcidin regulates ion balance and innate immune response. When stimulated by poly I:C, iron dextran, bacteria, or LPS, the expression of hepcidin is up-regulated (42). *Hepcidin3*, a cysteine-rich hepcidin isoform gene, was identified in *E. coioides*, which could respond to the immune response caused by *Staphylococcus aureus* and *Pseudomonas stutzeri* (43). PTX3 is a pattern-recognition protein that is rapidly produced by a variety of cells under the stimulation of inflammatory factors and exogenous microorganism (44). Many studies have found that the expression of PTX3 increased after infection with *Pseudomonas aeruginosa* (45) or *Neisseria meningitidis* (46). Based on the above results, we deduced that SAA3, HEPC and PTX3, these acute-phase proteins, participated in the Acute-phase immune response pathway and contributed to the defense against *V. parahaemolyticus* infection.

The complement system plays an important role in innate immunity, containing three initiation pathways in vertebrates: classical pathway, alternative pathway and lectin pathway. The complement system enhances the ability of phagocytosis of pathogens by promoting inflammation and attacking the plasma membrane of pathogens (47). C1 complex is composed of three subunits: Clq, C1r and Cls3, which can activate the classical pathway (48). 

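The 3 chains of C1q, which start the classical pathway, were abundant in all libraries, at 561 ± 255, 1259 ± 566 and 417 ± 191 FPKM (SD, n = 3) for c1qa, c1qb and c1qc in the infected group. In the control group they were at 1068 ± 460, 1835 ± 556 and 584 ± 166 (SD, n = 3). Their log2FC was -0.87 (standard error 0.49, adjusted p = 0.473), -0.49 (standard error 0.45, adjusted p = 0.642) and -0.43 (standard error 0.45, adjusted p = 0.692). The C1q receptor cd93, a receptor of endothelial and myeloid cells, has 4 entries, 3 of them tested. The entry with the highest level (Eco_gene05131) was at 29.1 ± 12.2 FPKM in the infected group and 17.8 ± 9.22 in the control group (SD, n = 3; log2FC 0.68, standard error 0.51, adjusted p = 0.568). Entry Eco_gene05937 was at 4.57 ± 1.68 against 5.23 ± 1.36 (SD, n = 3; log2FC -0.18, adjusted p = 0.883). Entry Eco_gene15877, described as endosialin-like, was at 18.6 ± 5.88 against 15.9 ± 11.7 (SD, n = 3; log2FC 0.19, adjusted p = 0.909). No tested entry of c1q or cd93 passed edgeR's quasi-likelihood test, its exact test or DESeq2 on the filtered genes of the 6 libraries, and 0 had an unadjusted p under 0.05. The fourth entry of cd93 (Eco_gene01689) had too few counts for these tests, at 0 FPKM in every infected library and 0.56, 1 and 3.64 in control replicates 1, 2 and 3. edgeR's exact test on all genes with a count, a setting chosen after seeing the data, called it down. Without infected replicate 2 the log2FC of Eco_gene05937 was 0.16, and without control replicate 3 that of Eco_gene15877 was -0.12.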

Although no change of the gene complement component C1q (*c1q*) was detected in transcriptome sequencing, we found that the expression of complement component C1q receptor (*cd93*) was down-regulated, suggesting that C1q may be involved in the innate immune response of *V. parahaemolyticus* infection. Moreover, the impression of several genes related to the complement system increased, including *c3*, complement component C5 (*c5*), complement component C6 (*c6*), complement component C7 (*c7*), complement component C8 alpha chain (*c8a*), complement component C9 (*c9*), complement factor H related protein 3 (*cfhr3*) and complement factor H (*cfh*). 

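Of the terminal pathway, c6, the abundant entry of c7 and c9 were higher in every infected library and in control replicate 1 than in control replicates 2 and 3. Component c6 was at 726, 616 and 2569.8 FPKM in infected replicates 1, 2 and 3 and at 2127, 255 and 161 in control replicates 1, 2 and 3 (log2FC 0.62, standard error 1.08, adjusted p = 0.824). The abundant entry of c7 (Eco_gene03783) was at 834, 618 and 2106 against 1963, 98.4 and 11.4 FPKM (log2FC 0.75, standard error 1.49, adjusted p = 0.851). A second entry of c7 (Eco_gene20452) was at 7.65, 21.2 and 0.95 against 2.45, 14.5 and 16.0 FPKM (log2FC -0.18, standard error 0.97, adjusted p = 0.955). The pore-forming c9 was at 4.62, 3.41 and 17.9 against 18.2, 1.11 and 0.15 (log2FC 0.39, standard error 1.39, adjusted p = 0.924). For c8a the levels were 1.65, 1.97 and 9.06 against 15.2, 0.12 and 0.07 FPKM (log2FC -0.30, standard error 1.62). For c5 they were 1.17, 0.74 and 1.43 against 3.45, 0 and 0 (log2FC -0.13, standard error 1.61). Without control replicate 1 the log2FC of both c8a and c5 turned positive. Factor H (cfh), which limits complement on host cells, was at 117 ± 69.1 against 27.6 ± 14.2 FPKM (SD, n = 3; log2FC 2.01, standard error 0.56, adjusted p = 0.429). The related cfhr3 was at 5.28 ± 2.93 against 0.857 ± 0.680 (SD, n = 3; log2FC 2.48, standard error 0.74, adjusted p = 0.429). Both cfh and cfhr3 were higher in every infected library than in every control library. The tested entry of c3 was near the limit of detection (0.327 ± 0.0929 against 0.280 ± 0.123 FPKM, SD, n = 3). Of the 15 tested entries of the complement genes the article names, 8 had a positive and 7 a negative log2FC. None passed edgeR's quasi-likelihood test, its exact test or DESeq2, and 2 were higher at an unadjusted p under 0.05. They were picked on these libraries, so this is not independent evidence. In the fixed list of complement genes, 15 of 33 tested genes were positive (15 of the 33 are entries of genes the article names), and the median was -0.11 although camera points up (adjusted p = 0.339). None was called by edgeR's quasi-likelihood test, its exact test or DESeq2 (3 higher and 0 lower at an unadjusted p under 0.05 with |log2FC| over 1). The list passed without control replicate 1 (median 0.09, camera adjusted p = 0.0101) at the preset correlation of 0.01. On all 6 libraries its adjusted p was 0.740 with an estimated correlation. Without infected replicate 3 the log2FC of c6, c7 (Eco_gene03783) and c9 turned negative (-0.49, -0.10 and -0.87). Without control replicate 1 it rose instead in all 3. The exact test without that library, a setting chosen after seeing the data, called 7 entries of the article's complement genes up and 0 down, c5, c6, c8a and c9 among them.

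**Figure D3:**
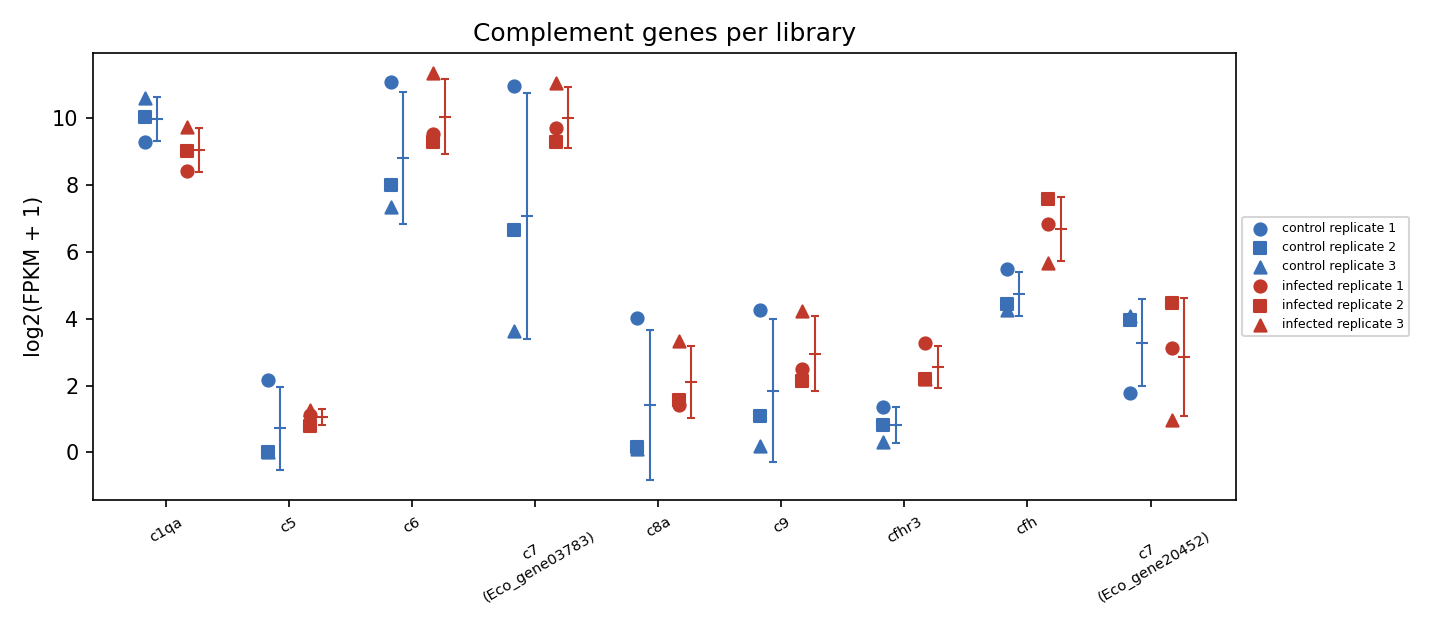
log2(FPKM + 1) of complement genes on the y axis, a point per library, blue for control and red for infected, with mean and SD (n = 3) beside the points. Control replicate 1 lies above infected replicates 1 and 2 for c6, the abundant c7 entry, c8a and c9, and all control libraries lie below the infected ones for cfhr3 and cfh.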

Previous data showed that membrane attack complex (MAC), formed by complement components (C7, C8b, C9), destroyed the cell membrane of the pathogen and eliminated the pathogen by activating the alternative pathway after pathogen infection (49). *C8a*, was cloned from *E. coioides*, and was reported to be effective against *Cryptocaryon irritans* and *Aeromonas hydrophila* (50). As a direct down regulator of the complement classical pathway, CFH is likely to be involved in fine-tuning and balancing the C1q-driven inflammatory processes in autoimmunity and infection (51). Concurrently, the stimulation of LPS (52) and the challenge by *V. alginolyticus* (16) and *P. plecoglossicida* (33, 53) led to activation of the Complement pathway in teleost, which effectively protect the host by promoting the destruction of pathogens. Accordingly, we deduced that after *V. parahaemolyticus* infection, it principally activated the alternative pathway to promote the production of C3, and formed the MAC through the activation of C5, C6, C7, C8 and C9, so as to resist infection (**Figure 7A**).

**Figure 7:**
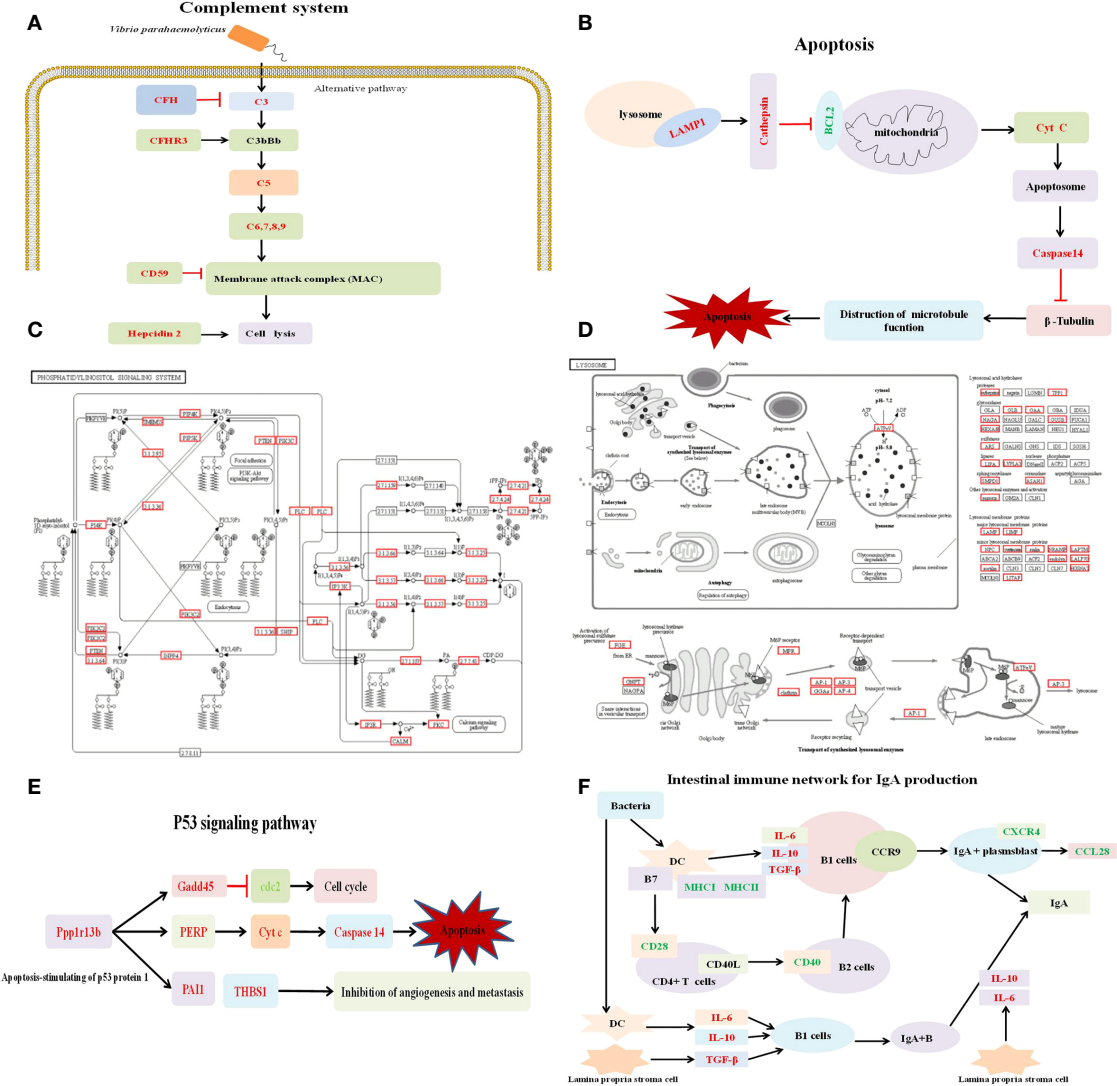
Simplified overview of several pathways. **(A)** Simplified overview of Complement system pathway. **(B)** Simplified overview of Apoptosis pathway. **(C)** Simplified overview of Phosphatidylinositol signaling system pathway. The red box represents significantly enriched target genes. **(D)** Simplified overview of Lysosome pathway. The red box represents significantly enriched target genes. **(E)** Simplified overview of *p53* signaling pathway. **(F)** Simplified overview of Intestinal immune network for IgA production pathway.

In order to maintain the normal physiological function of tissue, damaged and dysfunctional cells will be cleared through apoptosis. If the normal cell death process goes wrong, it will bring dramatic effects to the organism. It can be seen that apoptosis is crucial to maintain tissue homeostasis and development. Apoptosis is mainly regulated by external death receptors and internal mitochondria, while the crux to the regulation of mitochondrial intrinsic apoptosis pathway lies in B cell leukemia/lymphoma 2 (BCL-2) family proteins, including pro-apoptotic and anti-apoptotic factors. The down-regulated expression of antiapoptotic protein BCL-2 led to disruption of mitochondrial membrane outer membrane permeability so that proteins normally confined in the intermembrane space spread into the cytosol (54). A pro-apoptotic factor, cytochrome C (Cytc), which binds to apoptotic protease activating factor-1 (APAF1) and triggers the formation of apoptosome. The complex recruits caspase family proteins and induces proteolysis, leading to apoptotic cell death (55, 56). In this study, we found that the expression of *bcl2* was significantly down-regulated, while the expression of *cytc* and apoptosis-related cysteine peptidase 14 (*caspase14*) were significantly up-regulated. These differential genes were mainly enriched in the intrinsic apoptotic pathway, indicating that the intrinsic apoptotic pathway may be efficient to participate in antibacterial immune response (**Figure 7B**).

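The anti-apoptotic bcl2 (XLOC_031088) was at 0.53, 2.30 and 3.64 FPKM in infected replicates 1, 2 and 3 and at 4.70, 7.67 and 11.9 in control replicates 1, 2 and 3, a log2FC of -1.84 (standard error 0.70, adjusted p = 0.429). Cytochrome c, the mitochondrial protein whose release starts the caspase cascade, has 2 entries. They were at 135 ± 61.7 FPKM against 53.6 ± 29.2 (SD, n = 3; Eco_gene15773, log2FC 1.27, standard error 0.53, adjusted p = 0.429) and 158 ± 82.5 against 54.8 ± 32.6 (SD, n = 3; Eco_gene09894, adjusted p = 0.429). For caspase14 (XLOC_010213), the levels were 0.02, 0.32 and 2.67 FPKM in the infected libraries and 1.80, 0 and 0 in the control ones (log2FC 0.72, standard error 1.87, adjusted p = 0.888). Without infected replicate 3 the log2FC was -1.83. Without control replicate 1 it was positive, against control libraries at 0. The exact test without that library, a setting chosen after seeing the data, called caspase14 up. Every infected library was below every control library for bcl2. Of the 4 tested entries of these genes, 0 passed the quasi-likelihood test, its exact test or DESeq2, and 2 were higher and 1 lower at an unadjusted p under 0.05. As they were picked on these libraries, this is not independent evidence. The list of intrinsic apoptosis and p53 genes had 20 of 38 tested genes positive (17 of the 38 are entries of genes the article names; median 0.10, while camera points down with an adjusted p of 0.902). None was called by edgeR's quasi-likelihood test, its exact test or DESeq2 (2 higher and 3 lower at an unadjusted p under 0.05 with |log2FC| over 1). Control replicate 1 stood at -0.04 in this list (median log2 level relative to the mean of the 6 libraries), within the range of the others (-0.16 to 0.03).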

For miRNA sequencing, a total of 55 significantly different miRNAs were screened, of which 29 up-regulated and 26 down-regulated miRNAs were identified. To further determine the role of miRNAs in the grouper spleen response to *V. parahaemolyticus* infection, the potential target genes of DEMs were predicted and processed for functional annotation. In the KEGG pathway enrichment analysis of target genes of DEMs, the three pathways of “Phosphatidylinositol signaling system”, “Lysosome” and “Focal adhesions” were focused on. Phosphatidylinositol (PI) is widely distributed in eukaryotic cells and modulate many cellular functions, including proliferation, differentiation, apoptosis, metabolism and membrane trafficking. An array of kinases, phosphatases, and lipases acts on PI, resulting in the production of second messengers involved in different cellular processes (57). Many proteins interact with PI to regulate TLR4 signaling pathway (58), which can promote LPS-mediated inflammation. In microglia cell, LPS stimulation can activate PIP5K, which promotes the generation of phosphatidylinositol (PI) 4,5-bisphosphate (PIP2) on the plasma membrane (59). In the present study, 74 target genes of DEMs were significantly enriched in phosphatidylinositol signaling system, such as calmodulin (*calm*), protein kinase C beta type (*prkcb*), inositol monophosphatase 3 (*impa3*), phosphatidylinositol 3-kinase regulatory subunit (*pik3r*), phosphatidylinositol-4-phosphate 5-kinase (*pip5k*), phosphatidylinositol-4-phosphate 3-kinase catalytic subunit (*pik3c*), phosphatidylinositol 4-kinase alpha type (*pi4ka*), myotube related protein 14 (*mtmr14*), etc. (**Figure 7C**). Although toll-like receptor 4 (*tlr4*) has not been identified in grouper until now, it is likely to activate a variety of kinases and proteins to participate in phosphatidylinositol signaling system pathway after recognizing LPS through other receptors, which provides an important reference for grouper against *V. parahaemolyticus* infection.

Lysosomes degrade endocytic extracellular material and intracellular components *via* autophagy (60). Once the lysosomes turn dysfunctional, which will lead to the accumulation of various undigested substances, and eventually bring about serious disease (61). The pathway was believed to be closely related to immune response regulation in *E. coioides* (33). In this study, the Lysosome pathway was also significantly enriched, involving 75 target genes: lysosome-associated membrane protein 1 (*lamp1*), *lamp2*, scavenger receptor class B member 2 (*scarb2)*, cathepsin C/F/H/Z (*ctsc*, *ctsf*, *ctsh*, *ctsz*), lipopolysaccharide induced TNF factor (*litaf*) and so on (**Figure 7D**). This result demonstrates that spleen miRNAs in *E. coioides* may regulate the Lysosome pathway to resist the invasion, and even eliminate the pathogen.

The Focal adhesion pathway also deserves our attention. Focal adhesion (FA) is a junction located below the tight junction of epithelial cells, which connect cells with extracellular matrix by the interaction between integrin and actin. Indeed, pathogenic microbes ensure their uptake, survival and dissemination through the exploitation of FAs (62). A previous study showed that the Focal adhesion pathway was found to be significantly enriched in the omics analysis of infected spleen of *E. coioides* and served as the target of bacterial pathogen (63). *V. parahaemolyticus* was proved to secrete type III effector VopL to disrupt actin homeostasis during infection (7). Meanwhile, the GO term “cell junction” was significantly enriched, indicating that focal adhesion complexes as important cellular structures modified by *V. parahaemolyticus* to help drive infection to the host through the spleen. miRNAs might be of great significance in maintaining the stability of focal adhesions, which serve as momentous signaling hubs within the splenic epithelial cells. In addition, the TCA cycle pathway connected with the Warburg effect was significantly enriched in the KEGG pathway analysis of the target genes of DEMs, which is similar to the KEGG pathway analysis of DEGs. In this case, miRNAs may involve in the immune response against *V. parahaemolyticus* infection by regulating carbohydrate metabolism.

Compared with the analysis of single miRNAs or mRNAs, integrated analysis of mRNA-seq and miRNA-seq contributes to clarify the regulatory role of miRNA-mRNA pairs under the infection. A total of 1427 miRNA-mRNA pairs were screened and then the functional annotation analysis was performed on target DEGs of DEMs. In the KEGG pathways enrichment analysis of miRNA-target pairs, *p53* signaling pathway and Intestinal immune network for IgA production were considered as two crucial immune-related pathways. P53, an activator of apoptosis, can promote the expression of pro-apoptotic genes at the transcriptional level, such as BCL2-associated X (*bax*), p53 upregulated modulator of apoptosis (*puma*), and inhibit the expression of antiapoptotic ones, such as *bcl2* (17). In the enriched *p53* signaling pathway (**Figure 7E**), *miR-144-y*, *miR-378-y*, *novel-m0459-5p* and *novel-m0440-5p* may be the key miRNAs that regulate multiple target genes. The target genes of *miR-144-y* were *cytc* and TP53 apoptosis effector (*perp*), while *miR-378-y* regulated *bcl2* and thrombospondin 1 (*thbs1*), and the target genes of *novel-m0459-5p* were protein phosphatase 1D (*ppm1d*) and *thbs1*. Growth arrest and DNA damage-inducible 45 (*gadd45*) and *caspase14* were targeted by *novel-m0440-5p*. In the existing research, *miRNA-144* regulates *NF-κB* signaling pathway in miiuy croaker *via* targeting *il1b* (64). The overexpression of *miR-378* has been shown to control systemic energy homeostasis and suppress apoptosis initiation (65, 66). These means that *miR-144* and *miR-378* play an important role in innate immune response. For two newly identified miRNAs involved in apoptosis pathway (*novel-m0459-5p* and *novel-m0440-5p*), we can pay more attention to their functions in future research. Notably, SRECI mediated the clearance of apoptotic cells *via* the C1q, and loss of SRECI weakened the uptake of apoptotic cells (67). 

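The scavenger receptor srec1, which takes up modified lipoproteins and apoptotic cells, was at 21.1, 8.18 and 14.1 FPKM in infected replicates 1, 2 and 3 and at 15.5, 6.68 and 2.97 in control replicates 1, 2 and 3 (log2FC 0.74, standard error 0.64, adjusted p = 0.619). Its relative srec2 was at 10.4, 10.8 and 31.2 against 24.6, 8.96 and 9.57 FPKM (log2FC 0.31, standard error 0.65, adjusted p = 0.861). Neither passed edgeR's quasi-likelihood test, its exact test or DESeq2, and control replicate 1 lay above 2 of the 3 infected libraries in both genes. Without infected replicate 3 the log2FC of srec2 was -0.56, and without control replicate 1 it rose. The exact test without control replicate 1, a setting chosen after seeing the data, called srec1 up and did not call srec2. In the list of scavenger and C-type lectin receptors, 24 of 46 tested genes had a positive log2FC (14 of the 46 are entries of genes the article names; median 0.10, camera adjusted p = 0.864). The quasi-likelihood test and the exact test called 0 of them (4 higher and 5 lower at an unadjusted p under 0.05 with |log2FC| over 1), and DESeq2 called cd163l1 down (Eco_geneA00311). In this list control replicate 1 (median level 0.39) and infected replicate 3 (0.45) were the highest libraries.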

In current study, the up-regulated expression of scavenger receptor class F member 1 (*srec1*) and *srec2* were found after *V. parahaemolyticus* infection, suggesting that the scavenger receptor F family members play an important role in clearance of apoptotic cells. Herein, we deduced that the miRNAs participate in immune response by regulating the *p53* signaling pathway and cell apoptosis.

Non−inflammatory immunoglobulin A antibodies (IgA), generated in intestinal immunity network, act as the first line to defense the invasion of microorganisms, and promote immune exclusion through microorganisms in mucus (21, 68). The Intestinal immune network for IgA production pathway was identified from the RNA-Seq of infected spleen of *E. coioides* and was one of the major immune response pathways during the defense against bacteria (33). In the Intestinal immune network for IgA production pathway enriched in this study (**Figure 7F**), miRNAs, *miR-378-y*, *miR-7133-y*, and *miR-497-x* regulated *tgfb1*, *mhc1*, *mhc2* and *cxcr4*, respectively. This indicates that *miR-378-y*, *miR-7133-y*, and *miR-497-x* are involved in the Intestinal immune network for IgA production pathway, and the miRNA-mRNA pairs may help *E. coioides* resist *V. parahaemolyticus* infection.

The Cytokine-cytokine receptor interaction, Starch and sucrose metabolism, Glycolysis or gluconeogenesis, ECM-receptor interaction and Regulation of actin cytoskeleton were also significantly enriched, illustrating that differentially expressed miRNA-target pairs regulate these pathways to resist *V. parahaemolyticus* challenge. In short, the results indicate that the interaction between host and *V. parahaemolyticus* is a complex mode and requires in-depth study.

Taken together, the infection of *E. coioides* with *V. parahaemolyticus* led to acute effect. Compared with the control group, the infection could modulate several crucial pathways associating with the Warburg effect and cytoskeleton stabilization, which indicated that the vibrio may exploit the energy of host and disrupt actin homeostasis to promote its proliferation and release of virulence factor. Above all, the infection resulted in innate immune response of host, including activation of a series of immune-related pathways. Understanding the complex interaction pattern will be helpful in resistance of vibrio infection in teleost.

## Conclusion

In conclusion, the study explored the interaction mechanism between *V. parahaemolyticus* and *E. coioides* and indicated that innate immunity plays important roles in response to pathogen infection through mRNA-seq and miRNA-seq analyses as well as the mRNA-miRNA integrated analysis. *Vibrio* may actualize its proliferation and escape immune response by regulating carbohydrate metabolism and actin homeostasis. Moreover, numbers of miRNAs and genes were involved in immune-related pathways including Complement system, Cytokine-cytokine receptor interaction, *p*53 signaling pathway to help host resist infection. This research provides theoretical guidance for *V. parahaemolyticus* disease prevention and control.

## Materials and methods

### Animals and infection of *V. parahaemolyticus*

Healthy *E. coioides* (body length:18.0-22.0 cm, weight: 130 ± 20 g), were purchased from Marine Fishery Development Center of Guangdong Province (Huizhou, China). Then, these fish were acclimatized in a flow-through water system (200 L) for two weeks before the experiment. The seawater was maintained at temperature 28 ± 1 °C and seawater salinity 25–31 during the experiment. The *E. coioides* were fed daily with commercial diet containing 47.0% crude protein (YUQUN OCEAN, China). After anesthesia with MS-222, sixty fish were anesthetized and injected intraperitoneally sub-lethal dose of suspension with 200 μL of 1 × 10^9^ CFU/ml *V. parahaemolyticus* (cumulative survival was counted according to the same steps) while another sixty fish were injected with PBS as a control group. The preparation of *V. parahaemolyticus* was conducted as previously described (12, 69). Briefly, a fish pathogenic strain of *V. parahaemolyticus* previously isolated from a diseased orange-spotted grouper (*E. coioides*) was used, which was confirmed by mass spectrographic analysis and kept in the laboratory. Before challenge experiments, *V. parahaemolyticus* was cultured overnight in marine 2216E broth supplemented with 3.3% NaCl at 28°C with shaking at 200 rpm. After centrifugation, *V. parahaemolyticus* cells were washed and re-suspended three times in phosphate-buffered saline (PBS; pH 7.4) in order to use as an inoculum, and the appropriate bacterial challenge concentration was determined through some pre-experiments (data not shown). Subsequently, samples were taken at different time points of infection (day0, day1, day2, day3, week1, week2), and the spleen collected in each group was used for the preparation of histopathological sections (n=7).

### Preparation of paraffin section

The paraffin sections were prepared according to our previously research (29). Briefly, all spleen samples for examination by light microscopy were dehydrated before paraffin embedding. Five-micrometer slices were cut and then performed with standard hematoxylin-eosin staining. Sealing with neutral balsam (Solarbio, China) and drying overnight at 37 °C, the slices were performed on pathological observation.

### RNA extraction, library preparation and sequencing

Twenty-four hours after *V. parahaemolyticus* challenge, six fish were taken from each group respectively. Then, the spleens of every two fish were mixed into one sample in the infected group and the control. Finally, there were 3 mixed tissue samples in each group. The samples in the infected group were named QS_1, QS_2, QS_3, while the control group was divided into QC_1, QC_2, QC_ 3.

Total RNA was extracted from the samples with a Trizol reagent kit (Invitrogen, USA), after which the integrity was assessed with an Agilent 2100 BioAnalyzer (Agilent Technologies, USA), and the purity and concentration were determined using a Nanodrop 2000C (Thermo Fisher Scientific, USA). The RNA samples with an RNA integrity number (*RIN-value*) ≥ 7 and a 260/280 ratio > 1.8, total concentration > 4 μg were used. After total RNA was extracted, eukaryotic mRNA was enriched by Oligo (dT). Fragmentation was carried out and reversely transcribed into cDNA. Then the purified double-stranded cDNA fragments were end repaired, A base added, after which the fragments were amplified by PCR. The resulting cDNA libraries was sequenced by Gene Denovo Biotechnology Co. (Guangzhou, China) using Illumina HiSeq™ 2500.

MicroRNA-seq libraries were constructed by obtaining small RNA (molecules in a size range of 18–30nt) from total RNA *via* polyacrylamide gel electrophoresis (PAGE). Then the 3’ adapters were added and the 36-44nt RNAs were enriched, after which the 5’ adapters were connected as well. The ligation products were reverse transcribed by PCR amplification and the 140-160bp size PCR products were enriched to generate a cDNA library, which were subjected to Illumina HiSeq™ 2500 by Gene Denovo Biotechnology Co. (Guangzhou, China).

### Total RNA expression analysis

Firstly, the raw sequencing data were filtered by fastp (version 0.18.0) (70) to get high quality clean reads. Then short reads alignment tool Bowtie2 (version 2.2.8) (71) was used for mapping reads to ribosome RNA (rRNA) database and the rRNA mapped reads were removed. The HISAT2. 2.4 (72) was used to align paired-end clean reads to the reference genome of *E. coioides* (the data is not published). For each sample, the mapped reads were assembled by using StringTie v1.3.1 (73, 74) in a reference-based approach. A *FPKM* (fragment per kilobase of transcript per million mapped reads) value was calculated to quantify the expression abundance and variations of each transcription region, using RSEM software (75).

Differential expression analysis was performed by edgeR (76). Basing on the R package, differentially expressed genes (DEGs) were selected as those with false discovery rate (FDR, adjusted *P value*) < 0.05 and absolute fold change ≥ 2. To further determine the biological function of the differentially expressed genes, enrichment analyses were conducted using the Gene Ontology (GO) database (http://www.geneontology.org/) (77) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.ad.jp/kegg/) (78).

### miRNA expression analysis

Raw small RNA sequencing reads were filtered to get clean tags. In order to identify and remove rRNA, snoRNA, snRNA and tRNA, all of the clean tags were aligned with small RNAs in GeneBank database (Release 209.0) and Rfam database (Release 11.0). The clean tags were also mapped to reference genome to remove exon, intron, repeat sequences. Then the remaining sequences were searched against miRBase database to identify known (Species studied) miRNAs. But for unannotated tags, they were aligned with reference genome to identify novel miRNA candidates according to their genome positions and hairpin structures predicting by software MIREAP_v0.2. Ultimately, the novel miRNAs were named miR-x (processed from the 5 ‘-region of pre-miRNA) or miR-y (processed from the 3 ‘-region of pre-miRNA), which distinguished from miR-5p and miR-3p in known miRNAs.

Total miRNA consists of known miRNA and novel miRNA, based on their expression in each sample, a *TPM* (transcripts per million) value was used to calculate and normalize the miRNA expression level. Differential miRNA expression analysis was performed by edgeR software between two different groups or samples. The screening criteria were fold change ≥ 2 and *P* < 0.05. Three sorts of software RNAhybrid (v2.1.2), Miranda (v3.3a) and TargetScan (Version:7.0) were used to predict potential target genes of miRNAs with default parameters, and the intersection of the results were more reliable. To further determine the role of miRNAs in the grouper spleen response to *V. parahaemolyticus* infection, the enrichment analysis of GO terms and KEGG pathways of the predicted target genes were conducted.

### Association analysis and construction of miRNA-mRNA-Pathway network

The integration analysis of total RNA and miRNA was based on the negative correlation between the expression of target gene and specific miRNA, and a software SAS8.1 was used to determine the correlation between miRNA and mRNA expression levels by calculating the Pearson correlation coefficients. The strong correlation was defined with a Pearson’s correlation coefficient > 0.7 and *p* < 0.05. Then the enrichment analysis of GO terms and KEGG pathways were performed on co-expressed negatively miRNA-target pairs (all RNAs were differentially expressed), and a miRNA-mRNA-pathway network was constructed and visualized using Cytoscape software (v3.6.0).

### Validation of the reliability of the sequencing results by qRT-PCR analysis

To validate the reliability of gene expression profiles obtained from RNA-seq results, 25 differentially expressed genes associated with immunity and 13 miRNAs were randomly selected for qRT-PCR verification. The corresponding primer sequences used for validation were listed in **Table 3**. Elongation Factor 1-alpha (*EF-1α*) of *E. coioides* was used as an internal control for the qRT-PCR analysis of DEGs and U6 for DEMs. For DEGs validation, cDNA was synthesized with an appropriate amount of RNA (1 μg) by ReverTra Ace qPCR RT Master with gDNA Remover kit (TOYOBO, Japan), and the qRT-PCR reaction was performed by SYBR^®^ Green Realtime I Master Kit (Roche, Switzerland). According to the manufacturer’s instructions, the reaction mixture was incubated for 10 minutes at 95 °C, followed by 40 amplification cycles of 10 s at 95 °C, 30 s at 60 °C, and 20 s at 72 °C, on a Roche LightCycler 480 Realtime PCR system (Roche, Switzerland). For DEMs validation, cDNA was synthesized by Poly(A) polymerase tailing using a Mir-X**™** miRNA First-Strand Synthesis Kit (Takara, Japan). The preparation of reaction mixture and reaction parameters of further qRT-PCR were as above. All assays were amplified in triplicate wells. The expression of mRNAs and miRNAs was calculated using 2^−ΔΔCt^ method.

**Table 3:** The primer sequences used for qPCR validation.

Primers	Sequences (5’-3’)
**mRNA-seq**	
TLR1-F	CCAGGGTCGCAGAGTCCTATC
TLR1-R	GCCAGCCAAGTTCAGTTTCGT
TLR2-F	AGGGTTCAGAAGGGTTGCTAT
TLR2-R	CAGGAAGGAAGTCCCGTTTGT
TLR3-F	CTGGCTTACTACAACCACCCC
TLR3-R	CAAACTCCCTGCCCTCTTCA
TLR7-F	AAGGTCATAGGATTTGGAGCA
TLR7-R	AGGGAGAAACTGACGGCTTAA
TLR8-F	CGCTTGGACAGTGGGTTTCTT
TLR8-R	GAACTTCGTCCTTCTGGTTCG
IRF3-F	CTGGCTTACTACAACCACCCC
IRF3-R	CAAACTCCCTGCCCTCTTCA
MRC1- F	CAGACGGGAAGACCTGGTTCG
MRC1-R	ATCCAGACTGATTCATAGCGT
LRP1-F	CATTGGCTATTATGGGAGAAA
LRP1-R	TTGTTTCGCAAAATCTTCCAG
LDHA-F	ATCATCCCGAACATCGTCAAG
LDHA-R	GGTGGCGGAAACGGGCAGAGT
JUN-F	CTCTTTTCTGTCGGCTTACGG
JUN-R	CCGCTTGGTACGGGTCTGTCT
FOS-F	CTGACAGCATCAAGTGCCTCC
FOS-R	GCAGAGTTATGAGCCTTGGAT
CCCX1- F	TGGTCCAGCAACCTAACCTTC
CCCX1-R	AGGGGAGGCAGTGGTTGTGAT
CCCX3-F	AAACATCACCGCTCCCATCAT
CCCX3-R	AACACCCAGTCCTGCTTCCAG
C9-F	GTCTTGTCAGGGATCAGTGGG
C9-R	CTGCCTTGCTCATTGCTATCC
TRAF3IP3-F	TTTTCCTTCTTCTTCTCGCTGTG
TRAF3IP3-R	CATGAGATAATCTTCGATACG
MAP3K5-F	CGAGACCAATGAAAATGGCGAC
MAP3K5-R	ACCATCCTGACTGACAGAGCC
C-lectin-F	ATCGCATAACAGAGCCAGAC
C-lectin-R	CAGGGAACATCACTCCAAAC
C7-F	GCTGGAGAAAGGTGAAACGCCGT
C7-R	CCAGTTGTCGTATTTCTCTCCGTT
C3-F	CCTCAACAAGTTTGCTTCC
C3-R	TTATAGTAGCCTGAGTTGATCCGTA
SRECI-F	GCAGGACTTGAACGGCTCG
SRECI-R	CATAATGGCTGTCTTTTGCTGC
SRECII-F	GGGGAGGTCGGCATTTGT
SRECII-R	ATTCACCTCTGGCACGCTCTT
CD163L1-F	GGACAACCGAAAAGTCTAATT
CD163L1-R	CATAGGCTGGGTCATAGTCGG
IL-6-F	CAATCCCAGCACCTTCCAC
IL-6-R	CCTGACAGCCAGACTTCCTCT
PITX3-F	AGGGAAGAACAAGAACAAAACCTG
PITX3-R	TTACATCCCTGGTCGTGCTG
BPI-F	GACACCACATGACAAAGGCAC
BPI-R	ATGTTAAATCCTTGCACCCTCCA
EF-1α-F	GGTCGTCACCTTCGCTCCAT
EF-1α-R	TCCCTTGGGTGGGTCATTCT
**miRNA-seq**	
miR-126-y	TCGTACCGTGAGTAATAATGCA
miR-144-y	GCGGGAGTATAGATGATGTAC
miR-0459-5p	AAGCACCCCTAGTCGTGAGA
miR-0088-3p	CTCAGACTTAGGAAAACTTGC
miR-149-x	GCTCCGTGTCTTCACTCCA
miR-217-x	GGGGTACTGCATCAGGAACT
miR-0053-5p	TTCCGACCATGTTAGCACCA
miR-497-x	GGGGCACTGTGGTTTGTAAA
miR-7133-y	GGGTTTGATACACAGCACAATA
miR-142-x	GGGCATAAAGTAGAAAGCACTA
miR-499-x	GGGTTAAGACTTGTAGTGATG
miR-0440-5p	CAGGTCTCAGGTCTTAGGTC
miR-0468-5p	TGGAAGGCTGAGACACGAC
U6-F	U6 Forward Primer (Takara)
U6-R	U6 Reverse Primer (Takara)
Universal reverse primer	mRQ 3’ Primer (Takara)

### Statistical analysis

The qRT-PCR results were analyzed by SAS8.1 and represented as the mean ± SD. The expression level of mRNA and miRNA were compared between PBS treated group and *V. parahaemolyticus* challenged group. When the *P-value* < 0.05, the groups were considered to be statistically significant.

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: GEO, accession number: GSE207127.

## Ethics statement

The study was reviewed and approved by Animal Care and Use Committee of the School of Life Sciences, Sun Yat-Sen University.

## Author contributions

XQ, conceptualization, methodology, bioinformatic analysis, writing - original draft. YL, data curation, analysis, and writing - original draft. XQ, YL, JX, ND, WL, ZW, YZ, and DL, animal experiment and sample acquisition. HL, YZ, and DL, conceptualization, funding acquisition, resources, supervision, writing – review, and editing. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Guangdong Provincial Key R&D Program (2021B0202020002, 2021B0202070002), National Key R&D Program of China (2018YFD0900301), Guangdong Provincial Science and Technology Program (2022A1515010623), the talent team tender grant of Zhanjiang marine equipment and biology (2021E05035), Specific Research Fund of the Innovation Platform for Academicians of Hainan Province (YSPTZX202155) and Innovation Group Project of Southern Marine Science and Engineering Guangdong Laboratory (Zhuhai) (311021006).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

Supplementary Figure 1 Top 20 GO terms of biological progress category. The abscissa represents the ratio of DEGs to all genes annotated to the given GO term and the vertical coordinate represents the GO terms. The redder bubble indicates more obvious enrichment, with smaller FDR. The larger bubble contains more differentially expressed genes.

Supplementary Figure 2 Length distribution and abundance of small RNAs of the 6 libraries. **(A–F)** Length distribution and abundance of small RNAs from spleen of QC_1, QC_2, QC_3, QS_1, QS_2, QS_3, respectively. The abscissa represents the length of small RNAs, and the vertical coordinate represents the tag counts.

How the deposited data were processed for this re-analysis (not part of the article)

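Messenger RNA of the spleen of E. coioides was measured by RNA sequencing in 6 libraries, 3 from the control group injected with PBS and 3 from the group infected with V. parahaemolyticus, each from a pool of 2 spleens. For each library the authors deposited a table of expected counts and FPKM per gene, made with fastp 0.18.0, Bowtie2 2.2.8 (removal of rRNA reads), HISAT2 (alignment to an unpublished genome; the methods print 2.4 after the name), StringTie 1.3.1 (assembly, which adds genes to the annotation) and RSEM; the version of RSEM is not given in the sources used here. The FPKM values follow from the counts by gene length and by the total of the count column, and no other normalization was found in them. The miRNA sequencing, histology, survival and qRT-PCR of the article were not analysed here, nor were the raw reads, and no genome was at hand, so no positions are given.

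The expected counts were rounded to whole numbers, since 8.43% to 9.39% of the values above 0 were not whole. Of 27969 genes, 21343 had a count, and 14525 were kept by edgeR's filterByExpr with the group. The infected group was compared with the control group by edgeR 4.0.16 (TMM, quasi-likelihood test with robust = FALSE) in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with |log2FC| over 1, the thresholds of the article. Counts at an unadjusted p under 0.05 over all genes, the gene lists and the terms also require |log2FC| over 1. Every adjusted p printed for a single gene is from this test over all 14525 genes unless another tool is named. Depth ran from 7602439 to 11021510 counts per library, and the common biological coefficient of variation was 0.457. On data simulated with the dispersions of the 6 libraries (14364 genes, 50 changed at each fold), the quasi-likelihood test recovered 2%, 28%, 88% and 98% of genes changed by 2, 4, 8 and 16 fold with 10 false calls, and the exact test 6%, 64%, 96% and 100% with 47 false calls. A recovered gene had to pass both thresholds, so a change of 2 fold lies at the fold cut-off. The changed genes were drawn above a minimum level of expression.

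The genes named in the text follow a rule set before the data were examined, which takes every gene the article names from its mRNA-seq data, the 10 genes up and the 10 genes down with the largest change among called genes with a name and a mean FPKM of at least 10, and up to 4 called members of each gene list. Since no gene was called, the rule gave only the genes of the article, and any other gene in the text was chosen after its values were seen. Genes were matched by full symbol or full name, and each matching entry counts. In some entries the symbol and the description disagree, as for the entry with the symbol lce described as nephrosin, and these were kept as the tables give them.

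A set of 31 gene lists was fixed before the data were examined: inflammatory cytokines and chemokines, cytokine and chemokine receptors, acute-phase proteins, complement, intrinsic apoptosis and p53, glycolysis, TCA cycle, Toll-like receptors, interferon response, antigen presentation, hypoxia response, iron and heme handling, lysosome, ER stress and heat shock, ECM-receptor interaction, actin cytoskeleton, scavenger and C-type lectin receptors, immediate early genes, cell cycle, and markers of B cells, T cells, cytotoxic cells, erythrocytes, thrombocytes, neutrophils, macrophages, endothelium, stroma and smooth muscle, pancreas, liver and skeletal muscle. Each was tested with camera of limma 3.58.1 (preset correlation 0.01, two-sided, adjusted over the 31 lists), and again with an estimated correlation and with fry. As the tissue is a mixture of cells, the marker lists describe gene groups and not cell shares. Terms of KEGG and GO with at least 5 tested genes were tested with a one-sided Fisher's exact test among the annotated tested genes, and camera over the terms was added after seeing that no gene was called.

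Single values per library, such as the total count, were compared by an exact two-sided permutation test, which with 3 libraries against 3 cannot give a p under 0.1. The alternatives set before the data were examined were DESeq2 1.42.0, edgeR's exact test, other size factors, no size factors, no filter or at least 10 counts in every library, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), other thresholds, leaving out each library in turn and a block for the replicate number. Fits without control replicate 1 by the exact test and by DESeq2, a fit on 4 libraries, the exact test on all genes with a count, and the enrichment of genes from these were added after seeing the data. The closing section gives their effect.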

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

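The fits on 4 libraries (control replicates 2 and 3, infected replicates 1 and 2), the exact test and DESeq2 on 5 libraries (no control replicate 1), the exact test on all genes with a count, camera over the KEGG and GO terms and Fisher's test on genes not called by the quasi-likelihood test were chosen only after the result was seen.

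The count of 0 genes up and 0 down by edgeR's quasi-likelihood test (387 up and 829 down at an unadjusted p under 0.05 with |log2FC| over 1) was the same with RLE size factors, with library totals only, without the filter, with at least 10 counts in every library, with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), without a fold minimum and at an adjusted p under 0.01. DESeq2 called 18 up and 63 down, the exact test 7 and 33, and the exact test on all genes with a count 9 and 30. Leaving out 1 library gave 0 to 9 up and 0 to 3 down, with 9 and 3 without control replicate 1 and 0 without any other. The fit on 4 libraries called 604 up and 559 down, and on 5 libraries (no control replicate 1) the exact test called 776 and 1061, the exact test on all genes with a count 672 and 913, and DESeq2 1034 and 947. All 40 calls of the exact test on 6 libraries were among its 1837 on 5, and 1697 of its 1837 were also called by DESeq2 on 5. Of the 31 gene lists, 16 passed camera, 11 to 20 when 1 library was left out, 18 on 4 libraries, 12 to 16 under the other filters, size factors and limma-trend, and 0 with an estimated correlation or with fry. Fisher's test called 0 terms in the genes called by the quasi-likelihood test (also with all annotated genes as background), 1 at an unadjusted p under 0.05 (12 for the genes up, 0 for those down) and 18 in the exact test's calls on 5 libraries (13 up, 1 down), and camera called 162 terms, 0 of them with an estimated correlation. Over the settings chosen beforehand, the direction of a list and its side of the threshold were kept in 371 comparisons, 59 no longer passed, 11 passed only in the alternative and 24 reversed; for named genes these were 1334 kept, 86 called only in the alternative and 32 reversed. Apart from the numbers of genes and libraries that a setting leaves to test, the cause was not tested for any of these changes.

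With a block for the replicate number the quasi-likelihood test called 0 up and 0 down, and 15 lists passed. The numbers do not pair the libraries in the data (r of the deviations of libraries with the same number -0.26, 0.39 and -0.15), so the unpaired fit is the one reported. With the block the log2FC of c5 was 2.97 (-0.13 without it) and that of c8a 2.51 (-0.30 without it).

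Reversed directions came mostly from single libraries, and the cause was not tested. The lowest and highest median log2FC with 1 library left out were -0.20 and 0.41 for inflammatory cytokines (lowest without infected replicate 3), -0.38 and 0.061 for their receptors (highest without infected replicate 1), -0.41 and 0.18 for complement (lowest without infected replicate 3), -0.35 and 0.16 for apoptosis and p53, -0.18 and 0.31 for macrophage markers, -0.29 and 1.22 for endothelial markers, -0.15 and 0.067 for skeletal muscle markers, -0.29 and 0.93 for the hypoxia response, -0.33 and 0.32 for scavenger receptors, and -0.16 and 0.41 for immediate early genes. For single genes the range of log2FC was -0.62 to 4.504 (saa3 Eco_gene23139), -0.039 to 4.43 (saa3 XLOC_024806), -1.27 to 6.21 (ptx3), -0.49 to 2.81 (c6), -0.10 to 4.62 (c7 Eco_gene03783), -0.87 to 3.90 (c9), -1.69 to 5.54 (c8a), -1.83 to 8.59 (caspase14), -0.56 to 1.05 (srec2), -0.12 to 1.10 (cd93 Eco_gene15877) and -0.73 to 8.59 (c5), the highest without control replicate 1 and, apart from cd93 and c5, the lowest without infected replicate 3. The ranges of cd93 Eco_gene05937 (-0.41 to 0.16), c3 Eco_gene11348 (-0.081 to 0.45) and c7 Eco_gene20452 (-1.29 to 0.36) came from other libraries. The fitted values of c5 and caspase14 without control replicate 1 stand against libraries at 0 and are no bound.

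Other settings reversed few results. For macrophage markers, whose camera test points down at a median of 0.06, it pointed up with at least 10 counts (median 0.073), on 4 libraries (0.23) and on log2(FPKM + 1) and log2(FPKM + 0.1) (0.035 and 0.062). Skeletal muscle markers pointed up on log2(FPKM + 1) (0.12), iron and heme handling down with at least 10 counts (-0.066), and scavenger receptors down without the filter (-0.36) and with fry (median 0.10). For cd93 Eco_gene05937 the log2FC was 0.039, 0.052 and 0.066 by the exact test, the exact test on all genes and DESeq2 on 5 libraries. On log2(FPKM + 1), log2(FPKM + 0.1), 4 libraries and the same 3 fits on 5 libraries, it was 0.35, 1.84, 8.31, 8.59, 8.60 and 8.11 for c5 (no bound) and 0.68, 1.95, 4.15, 5.55, 5.55 and 5.70 for c8a. The cause was not tested.

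Depth ran from 7602439 to 11021510 counts. On data simulated at these dispersions, the quasi-likelihood test recovered 2%, 28% and 88% of genes changed 2, 4 and 8 fold. With the dispersion divided by 10 it recovered 48%, 100% and 100%. A recovered gene also needed an estimated |log2FC| over 1, so genes changed 2 fold lie at the cut-off whatever the spread. A lower dispersion must raise the recovery, so this contrast does not show what limits the calls in the real data. The depth was not varied in the simulation, and what it limits was not measured.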

Differences from the paper's values

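The settings on 4 and on 5 libraries, the exact test on all genes and the enrichment tests on genes not called by the quasi-likelihood test were chosen only after the result was seen.

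At the paper's thresholds, edgeR's quasi-likelihood test called 0 genes up, 0 down and 0 in all, against the paper's 604 up, 985 down and 1589 in all. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with |log2FC| over 1 (not the paper's threshold) came within 1.5 times of the paper's number for genes down (829) and in all (1216) and not for genes up (387). The others did not: DESeq2 (18 up, 63 down, 81 in all), the exact test (7, 33 and 40), leaving out control replicate 1 (9, 3 and 12), and 0 under RLE size factors, no size factors, no filter, at least 10 counts, both limma-trend fits, the replicate block, no fold minimum, an adjusted p under 0.01 and leaving out any other library. The fit on 4 libraries, chosen after seeing the values, called 604 up but 559 down and dropped 16 of the 33 genes the paper names as up and 15 of the 23 it names as down. The exact test on all genes with a count and 5 libraries (no control replicate 1), chosen after seeing the values, came within 1.5 times of each number (672 up, 913 down, 1585 in all) and dropped 7 of the 33 up and 4 of the 23 down. The exact test on the filtered genes and 5 libraries, chosen after seeing the values, called 776, 1061 and 1837 and dropped 7 and 2. DESeq2 on 5 libraries, chosen after seeing the values, called 1034, 947 and 1981 and dropped 6 and 4. A gene counts as called when any of its entries is. The directions of ccl28, ppp1r13b, il10, cd28 and cd40 are taken from the red or green lettering of Fig. 7, which has no key.

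The quasi-likelihood test called none of the genes the paper names as up or down, and at an unadjusted p under 0.05 with |log2FC| over 1 it found 7 of the 33 up and 17 of the 23 down. DESeq2 on 6 libraries called cd163l1 down (Eco_geneA00311), as the paper has it, and tlr2 down (Eco_gene16539), against the paper's direction. It called an entry with the symbol TLR1 but described as TLR2-3 up (XLOC_012031, adjusted p = 0.0303). The paper has tlr1 down and tlr2 up in Fig. 6A, read by eye. By its symbol this entry goes against the paper, and by its description it does not. DESeq2 also called cxcr3 down (Eco_gene17035) as did the exact test, and the exact test on all genes, chosen after seeing the values, called an entry of cd93 down (Eco_gene01689) and dropped the other 22 of the 23 genes the paper names as down and all 33 up.

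For traf3ip3 the mean FPKM of the control libraries was 93.4, against the paper's about 150 in Fig. 6A, read by eye. Of the alternatives set before the data were examined, leaving out control replicate 1 gave 120.1, within 1.5 times of it, and leaving out control replicate 2 (82.5) or 3 (77.5) did not. Other plotted levels are over 1.5 times from the mean of 3 libraries, but by less than the SD between these. In the control group they are c9 (6.5 FPKM, against about 0.5 in Fig. 6A, read by eye), ldha (931, against about 200 in Fig. 6A, read by eye), il6 (0.873, against about 0 in Fig. 6A, read by eye), srec1 (8.40, against about 4.5 in Fig. 6A, read by eye) and srec2 (14.4, against about 9 in Fig. 6A, read by eye). In the infected group they are c9 (8.63, against about 4 in Fig. 6A, read by eye) and tlr3 (1.52, against about 1 in Fig. 6A, read by eye).

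Over the genes the paper names as up, 51 of 66 tested entries had a positive log2FC, and over those it names as down, 34 of 42 had a negative one, so most directions match. The genes were picked on these same libraries, so this match is not independent evidence. The paper's text gives tgfb1 no direction, while Fig. 5C draws it in red, which its legend gives as up-regulated. Both entries of tgfb1 were lower in the infected group (log2FC -0.49 for Eco_gene18719 and -0.39 for Eco_gene18720). The paper has c5 and c8a up, at a log2FC of -0.13 and -0.30 here. Both were called up by the exact test without control replicate 1, the setting above that drops 7 and 2 of its genes and was chosen after seeing the values. It has tlr2 up in Fig. 6A, read by eye, and the most abundant of 4 tested entries (Eco_gene16539) was at 2.58 FPKM against 20.6 in the control group, called down by DESeq2, while 2 of the 4 were positive. The paper also measured selected genes by qRT-PCR, not analysed here, and reports high concordance apart from genes such as c3 and tlr7. It has cd93 down, and of 3 tested entries the most abundant (Eco_gene05131) had a log2FC of 0.68, another 0.19 (Eco_gene15877) and the third -0.18 (Eco_gene05937). A further entry with too few counts to be tested (Eco_gene01689) was at 0 FPKM in the infected libraries against 1.73 in the control ones.

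The paper finds the cytokine pathway, 5 pathways of metabolism and 3 sugar pathways enriched. Fisher's exact test had no called genes here and gave 0 pathways. On genes at an unadjusted p under 0.05 with |log2FC| over 1 it also gave 0. On the exact test's calls without control replicate 1, chosen after seeing the values (it drops 7 and 2 of the paper's named genes), the cytokine pathway (adjusted p = 0.0386), the 5 metabolic pathways (0.00257 to 0.0136), Glycolysis / Gluconeogenesis (0.00257) and Starch and sucrose metabolism (0.00862) passed. Fructose and mannose metabolism did not in any of these (adjusted p = 0.675 there). Camera, also chosen after seeing the values, called Carbon metabolism, Biosynthesis of antibiotics and Microbial metabolism in diverse environments on all 6 libraries, and none of them with an estimated correlation (adjusted p = 0.947 for each).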

Other observations

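In this part, the tests of a swap, of file names, of mixed RNA, of a wrong label, of a response in the control pool, of acinar markers in control replicate 1 alone, of the control levels of Figure 6A and of other splits of the libraries were chosen only after the result was seen.

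Genes of antiviral defence were lower in the infected spleens and in control replicate 1 than in control replicates 2 and 3. Of 58 tested genes of the interferon response, 52 had a negative log2FC (median -1.11, camera adjusted p = 1.8e-08, adjusted p = 0.528 with an estimated correlation), and 18 were lower and 0 higher at an unadjusted p under 0.05 with |log2FC| over 1. The antiviral rsad2 (viperin) was at 1.48 ± 1.17 FPKM (SD, n = 3) in the infected group and 29.2 ± 41.2 (SD, n = 3) in the control group, and IFIT2 at 10.2 ± 5.17 against 63.9 ± 52.3 (SD, n = 3), with log2FC of -4.24 and -2.67. DESeq2 called 4 of the list down, rsad2, HERC6, CMPK2 and Eif2ak2, and edgeR's exact test 0. The highest level was in control replicate 2 (1.34, log2 relative to the mean of the 6 libraries), and control replicate 1 (-0.50) lay with the infected libraries (-0.46, -0.20 and -0.50). Antigen presentation was lower in the infected group (23 of 29 negative, median -0.53, camera adjusted p = 0.00299, adjusted p = 0.528 with an estimated correlation), with the MHC class II chaperone Cd74 at 248 ± 51.3 against 849 ± 443 FPKM (SD, n = 3) and its transactivator Ciita at 4.29 ± 1.38 against 12.1 ± 4.87 (SD, n = 3), and DESeq2 called RT1-B (XLOC_001471) down. T cell markers were negative in 12 of 13 (median -1.20, camera adjusted p = 1.6e-04, adjusted p = 0.528 with an estimated correlation), among them the kinase Zap70 at 3.85 ± 1.53 against 12.3 ± 5.99 FPKM (SD, n = 3), and cytotoxic cell markers in 13 of 16 (median -0.62, camera adjusted p = 0.0176, adjusted p = 0.528 with an estimated correlation). In each of these 3 lists control replicate 1 lay among the infected libraries or below them, so the shift rests on control replicates 2 and 3. It stood at -0.31 in antigen presentation (infected libraries -0.29, 0.044 and -0.19, control replicates 2 and 3 at 0.56 and 0.61), at -0.27 in T cell markers (-1.35, -0.44 and 0.0021, and 0.76 and 1.48) and at -0.65 in cytotoxic cell markers (-0.81, -0.32 and -0.024, and 0.77 and 0.81). B cell markers did not pass (18 of 27 negative, median -0.31, adjusted p = 0.215). Most tested entries of that list were matched to a single gene name, some of them described as other lectins, so its result says little about B cell genes. Each gene named here had an adjusted p of 0.429 by edgeR's quasi-likelihood test and was chosen after its values were seen.

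Red cell and thrombocyte genes had lower mean levels in the infected group, and cell cycle genes were higher in infected replicates 1 and 2. Of 20 tested erythrocyte markers, 18 were negative (median -1.27, camera adjusted p = 2.3e-04, adjusted p = 0.528 with an estimated correlation), such as the ammonium transporter rhbg at 28.2 ± 15.4 against 144 ± 99.3 FPKM (SD, n = 3). Infected replicate 1 stood at 0.40 in this list and infected replicates 2 and 3 at -0.67 and -1.42, against -1.05, 1.34 and 1.39 in control replicates 1, 2 and 3. Of 18 thrombocyte markers, 15 were negative (median -0.84, camera adjusted p = 5.1e-04, adjusted p = 0.528 with an estimated correlation), and epor, described as thrombopoietin receptor, was at 97.3 ± 13.8 against 355 ± 194 FPKM (SD, n = 3), called down by DESeq2. In this list control replicate 1 (-0.065) lay below infected replicate 1 (-0.042). Cell cycle genes were positive in 40 of 41 (median 1.08, camera adjusted p = 1.2e-09, adjusted p = 0.528 with an estimated correlation), 6 of them higher at an unadjusted p under 0.05 with |log2FC| over 1. The replication gene mcm4-a was at 22.0 ± 18.7 against 5.30 ± 5.01 FPKM (SD, n = 3; log2FC 2.06). In this list infected replicates 1 and 2 stood at 0.82 and 1.502, but infected replicate 3 (-0.81) lay below control replicates 2 (0.22) and 3 (-0.72) and just above control replicate 1 (-0.91), so the shift rests on infected replicates 1 and 2. Neutrophil markers were positive in 19 of 29 (median 0.32, camera adjusted p = 0.0374, adjusted p = 0.528 with an estimated correlation), although the protease gene MMP13 was lower (log2FC -1.75, called by the exact test and DESeq2) and ALOX5AP was called up by DESeq2. These genes were chosen after their values were seen.

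Pancreas acinar genes were positive in 11 of 12 tested (median 3.02, camera adjusted p = 9.6e-06, adjusted p = 0.528 with an estimated correlation), with high levels in infected replicates 1 and 3 (3.22 and 1.81) and -0.19 to -1.96 in the other 4 libraries. The elastase gene CELA2A (Eco_gene20179), chosen after its values were seen, was at 89.5, 2.20 and 33.5 FPKM in infected replicates 1, 2 and 3 and at 2.54 to 5.84 in the control libraries, and DESeq2 called CPB1 up. Liver markers did not pass (6 of 9 positive, median 0.37, adjusted p = 0.176; DESeq2 called APOA1 up), nor did skeletal muscle (7 of 12 positive, adjusted p = 0.864), macrophage (16 of 30 positive, 21 of the 30 held by another list, adjusted p = 0.864) or endothelial markers (16 of 21 positive, median 0.28, adjusted p = 0.183; 8.1e-04 without control replicate 1). That last value is camera's at the preset correlation, and with an estimated correlation the endothelial list had an adjusted p of 0.780 on all 6 libraries. Stromal and smooth muscle markers were lower (19 of 30 negative, median -0.24, camera adjusted p = 0.0426, adjusted p = 0.528 with an estimated correlation). ER stress and heat shock genes were higher (38 of 53 positive, median 0.42, camera adjusted p = 0.00491), as were those of the actin cytoskeleton (48 of 62, median 0.26, camera adjusted p = 0.00392), both with an adjusted p = 0.528 with an estimated correlation, and in the first of them control replicate 1 (0.11) lay above infected replicate 3 (0.032). Lysosome genes (31 of 51 positive, median 0.17, adjusted p = 0.131), iron and heme handling (14 of 23, median 0.08, adjusted p = 0.224; 0.0344 without control replicate 1, and 0.528 on all 6 libraries with an estimated correlation) and ECM-receptor interaction (25 of 54, median -0.05, adjusted p = 0.216) did not pass. No gene of these lists passed edgeR's quasi-likelihood test over all genes, and adjusted over the list alone it called MMP13 (neutrophil) and slc40a1 (macrophage, and iron and heme handling) down.

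The profile of control replicate 1 lies closer to infected replicate 3 (r = 0.964) than to control replicates 2 and 3 (r = 0.865 and 0.845), and this pair shares high hypoxia and endothelial genes (0.92 and 1.40, 1.03 and 1.05). The values argue against a swap of the pair (infected replicate 3 correlates less with control replicates 2 and 3 than with infected replicates 1 and 2, difference -0.0699). They also argue against the file of control replicate 1 being named for another library (counts per read pair of Table 1 at 0.994 times the median). For infected replicate 3 this check cannot tell, since other libraries of Table 1 have about as many uniquely mapped reads. A mix-up before sequencing would not show in it. The values also argue against depth (difference in r 0.0993 after thinning to equal totals) and against skeletal muscle in both pools (median log2 difference of its markers -0.48, where 1 or more was needed). For pancreas the median of 0.61 decides little, since infected replicate 1, the highest in acinar genes, is among the libraries compared with. Acinar markers of control replicate 1 alone (0.032 against the other control libraries) argue against pancreas in that pool. The liver median (-0.32) cannot decide, since its genes include fatty acid-binding proteins named for heart, brain and intestine. The liver-type fabp10a and TTR were at 0 FPKM in every library. In control replicate 1 and infected replicate 3, APOB was at 0.09 and 0.11 FPKM, FGG at 0.78 and 0.69, and AHSG at 0 in both. These levels argue against liver in both pools, for the genes they cover. Of the tested liver markers, apoeb and FABP7 were higher in the pair (log2 difference 1.29 and 1.11). Left open are a wrong label on control replicate 1 alone, infected replicate 3 RNA mixed into it and a response of the control pool. Such a response could come from handling, sampling or infection. Each may account for the higher correlation of control replicate 1 with the infected libraries than with the other control libraries (difference 0.0700). Control replicate 1 lay above infected replicate 3 in 21.4% of 468 genes high there (median log2 ratio -0.41), which leaves mixed RNA undecided. The explanations cannot be told apart, since the unmixed pool was not measured and each concerns 1 library. Infected replicate 3 also lay apart from infected replicates 1 and 2 on PC2 (-47.3, against 51.1 and 63.9). Control replicates 1 and 3 stood at -43.9 and -32.2 there. Whether something common to both pools, apart from depth and the tissues above, sets them off was not tested. The condition of the library was kept as given in all results.

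The plotted control levels of Figure 6A lie nearer to the mean of control replicates 2 and 3 than to that of all 3 control libraries in 8 of the 8 genes tied to a single entry, for example ldha, with a mean of 186.5 FPKM for control replicates 2 and 3 and 931 for all 3. It may be that the plotted control means leave out control replicate 1, a hypothesis found and tested on the same values (8 of 8 genes).

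With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The quasi-likelihood test called 0 genes in the real split and in the other splits (highest 0), and a count of 0 can be matched by any split, so for this test the 10 splits say nothing. The exact test called 40 genes in the real split, 4 of the 10 splits called as many, and the highest other, control replicate 1 with infected replicates 1 and 3 against the rest, called 588, which points to a structure of the samples other than the groups.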
